# Reduction of SCUBE3 by a new marine-derived asterosaponin leads to arrest of glioma cells in G1/S

**DOI:** 10.1038/s41389-020-00252-4

**Published:** 2020-08-06

**Authors:** Peng-Cheng Qiu, Yun-Yang Lu, Shan Zhang, Hua Li, Han Bao, Yu-Qiang Ji, Fei Fang, Hai-Feng Tang, Guang Cheng

**Keywords:** CNS cancer, Drug discovery and development

## Abstract

Many saponins are characterized as exhibiting a wide spectrum of antitumor activities at low concentrations. Most of the previous studies that aimed to understand the mechanisms underlying anticancer saponins have focused on numerous classical signaling pathways. However, at the oncogene level, little is known about the action of saponins, especially asterosaponin. In this study, CN-3, a new asterosaponin isolated from the starfish *Culcita novaeguineae*, decreased the proliferation of U87 and U251 cells at low doses in a dose- and time-dependent manner. Microarray analysis revealed CN-3 significantly induced the differential expression of 661 genes that are related to its antiglioma effect in U251. Nine downregulated genes (*SCUBE3, PSD4, PGM2L1, ACSL3, PRICKLE1, ABI3BP, STON1, EDIL3,* and *KCTD12*) were selected, for further verification of their low expression. Then, shRNA transfection and high-content screening were performed and significantly decreased U251 cell proliferation rate was only observed for the SCUBE3 knockdown. qPCR confirmed SCUBE3 was highly expressed in U251 and U87 cells, and had medium expression levels in U373 cells. Real-time cellular analysis using iCELLigence demonstrated that SCUBE3 is an oncogene in U251 and U87 cells, with knockdown of SCUBE3 inhibiting U251 and U87 cell proliferation while, conversely, SCUBE3 overexpression promoted their proliferation. Afterward, SCUBE3 protein was found to have high expression in primary glioma specimens from patients examined by immunohistochemistry but low expression in normal brain. PathScan ELISA analysis in conjunction with TEM observation demonstrated that the effect of SCUBE3 knockdown in U251 does not appear to be related to the induction of apoptosis. Employing CCK-8, iCELLigence, flow cytometry, western blotting, and shRNA transfection (knockdown and overexpression) experiments, we reveal that the reduction of SCUBE3 expression, induced by CN-3, mediated both inhibition and G1/S arrest of U251 via the Akt/p-Akt/p53/p21/p27/E2F1 pathway.

## Introduction

Gliomas are the most common primary intracranial tumor, representing ~24.7% of all primary brain and other CNS tumors^1^. Glioblastoma is the most common and malignant type of glioma (~45% of all gliomas), and it is associated with a median overall survival of 15 months after resection and combined radiochemotherapy^2^, and the 5-year relative survival rate is ~5%^3,4^. Thus, there is an urgent need to find new antiglioma drugs. Natural product-derived compounds have displayed potent antitumor activities. For example, saponins, characterized by a wide spectrum of antitumor activities, are derived from some higher plants and animal sources^5,6^. Including our previous work in some cases, anticancer saponins have been isolated from *Anemone tomentosa*^7^, *Clematis argentilucida*^8^, *Anemone taipaiensis*^9–12^, *Ardisia pusilla*^13,14^, starfish *Culcita novaeguineae*^15^, and sea cucumbers^16–23^. Notably, the inhibition of cancer cell proliferation was observed in the presence of low saponin concentrations.

Oncogenes have important roles in cancer development. In light of recent advances in understanding the molecular pathogenesis of gliomas, the 2016 CNS WHO remarkably redefined diffuse gliomas based on molecular parameters and traditional histology features^4,24^. This was considered remarkable as most of the previous studies that aimed to understand the mechanisms underlying anticancer saponins had focused on the many classical signaling pathways^6^. In terms of its effects on oncogenic mechanisms, little is known about the action of saponins, especially asterosaponin. This factor has slowed down the implementation of saponin as a candidate for antiglioma therapy. SCUBE3 (signal peptide, CUB domain, and EGF-like domain-containing 3) is a member of the SCUBE family of secreted glycoproteins^25^. SCUBE3 is highly expressed in osteosarcoma and non-small cell lung cancer, and SCUBE3 knockdown has been observed to inhibit the proliferation of cancer cells^26–28^. Non-small cell lung cancer patients with low SCUBE3 expression have a significantly longer survival time^29^. However, little is known about the patterns of SCUBE3 expression and its potent mechanism in gliomas. In fact, to our best knowledge, there are no previous reports of any detrimental growth effects on glioma cell lines following SCUBE3 knockdown. In the current study, a new asterosaponin named CN-3, isolated from starfish *C novaeguineae*, inhibited glioma cell proliferation at low concentrations. Gene microarray, qPCR, high-content screening (HCS), small hairpin RNA (shRNA) transfection, flow cytometry, transmission electron microscopy (TEM), and real-time cellular analysis (RTCA) were used to determine the functional oncogene operating under CN-3 suppression of U251 and U87 cells proliferation. As a result, SCUBE3 is an oncogene for cell proliferation in U251 and U87 cells. And the further mechanism experiments revealed the reduction of SCUBE3 expression in U251 cells, mediated by CN-3, was revealed to interfere with G1/S transition via the Akt/p-Akt/p53/p21/p27/E2F1 pathway.

## Results

### The new asterosaponin isolated from starfish *Culcita novaeguineae*, CN-3, inhibits glioma cell proliferation at low concentrations

The new asterosaponin CN-3 was isolated from starfish *C. novaeguineae*: sodium (20 *S*)-6*α*-*O*-{*β*-D-fucopyranosyl-(1–2)-*α*-l-arabinopyranosyl-(1-4)-[*β*-d-quinovopyranosyl-(1–2)]-*β*-d-glucopyranosyl-(1–3)-*β*-d-quinovopyranosyl}-20-hydroxy-23-oxo-5*α*-cholest-9(11)-en-3*β*-yl sulfat; m.p. 203–204 °C; [α]22D: +6°(c 0.15, MeOH); IR (KBr) *ν*_max_ 3431, 1644, 1242, 1213, 1065 cm^−1^; ^1^H-NMR and ^13^C-NMR; ESI-MS (positive ion mode): *m*/*z* 1289 [M+Na]^+^; ESI-MS (negative ion mode): *m*/*z* 1265 [M-H]^−^; HR-ESI-MS (positive ion mode): *m*/*z* 1289.5206 [M+Na]^+^(calcd for C_56_H_91_Na_2_O_28_S 1289.5213) (Table 1 and Fig. 1a). CN-3 was as white, amorphous powder, which was positive to Liebermann–Burchard and Molish tests. CN-3 inhibited glioma cell proliferation in a dose- and time-dependent manner. To evaluate the relationship between CN-3 and glioblastoma, two human glioblastoma cell lines were each treated with 0, 0.3125, 0.625, 1.25, 2.5, 5, 10, 20, 40, and 80 μg/mL of the saponin, and cell viability was examined using a CCK-8 assay after 48 h of treatment. This revealed an IC_50_ (half maximal inhibitory concentration) value of 1.59 μM (2.013 μg/mL) for U251 cells (Fig. 1b) and 1.418 μM (1.795 μg/mL) for U87 cells (Fig. 1c). Then, IC_40_ was used as a low dose and IC_70_ was used as a high dose of CN-3 for treating U251 and U87 cells. As a result, 1.42 μM (IC_40_) CN-3 suppressed U251 cell proliferation. Treatment with the low dose of 1.42 μM CN-3 resulted in a reduction in U251 cell viability from 100% to 42.5% (24 h), 37.4% (48 h), and 52.1% (72 h) (*p* < 0.05) (Fig. 1d). However, 1.34 μM (IC_40_) of CN-3 killed almost all U87 cells after 48 h (Fig. 1e). Therefore, U251 cells treated with 1.42 μM CN-3 (48 h) were selected for further experiments using microarrays.

**Table 1:** The 1H-NMR (500 MHz) and 13C-NMR (125 MHz) data of asterosaponin CN-3 from *Culcita novaeguineae* in C5D5N.

Position	δH	δC	Position	δH	δC
1	1.27, m 1.53, m	36.0	Qui I		
2	2.62,m 1.71, m	29.5	1	4.68, d, 7.2	105.1
3	4.83, m	77.6	2	3.84, m	74.2
4	3.43, br d (11.0) 1.55, m	30.7	3	3.69, m	90.4
5	1.35, m	49.3	4	3.44, t (8.8)	74.5
6	3.67, m	80.5	5	3.54, m	72.0
7	1.15, m 2.57, m	41.6	6	1.46, d (6.4)	18.4
8	1.97, m	35.3	Glc		
9	—	145.5	1	4.98, d (7.8)	103.9
10	—	38.3	2	4.14, m	81.3
11	5.13, br s	116.7	3	4.12, m	75.4
12	1.92, m 2.16, br d (16.6)	42.5	4	4.09,	80.3
13	—	41.5	5	3.97, m	76.6
14	1.18, m	53.9	6	4.62, d (12.2) 4.51, dd (13.0, 6.2)	61.9
15	1.68, m 2.12, m	23.3	Qui II		
16	1.16, m 1.68, m	25.1	1	5.14, d (6.4)	105.0
17	1.55, m	59.6	2	3.92, m	76.2
18	0.90, s	13.5	3	3.97, m	76.7
19	0.84, s	19.3	4	3.86, m	75.5
20	—	73.7	5	3.56, m	73.6
21	1.46, s	27.1	6	1.63, d (6.0)	17.9
22	2.60, ABq (15.6)	54.8	Ara		
23	—	211.5	1	4.84, d (7.2)	101.3
24	2.29, dq (15.6, 6.8)	54.0	2	4.29, m	81.7
25	2.09, m	24.4	3	4.14, m	73.3
26	0.79, d (6.6)	22.6	4	4.19, m	67.9
27	0.79, d (6.6)	22.4	5	3.59, m 4.22, m	65.6
			Fuc		
			1	4.72, d (7.8)	106.6
			2	4.26, m	73.4
			3	3.89, m	75.1
			4	3.84, m	72.5
			5	3.53, m	71.9
			6	1.32, d (6.3)	17.1

**Fig. 1:**
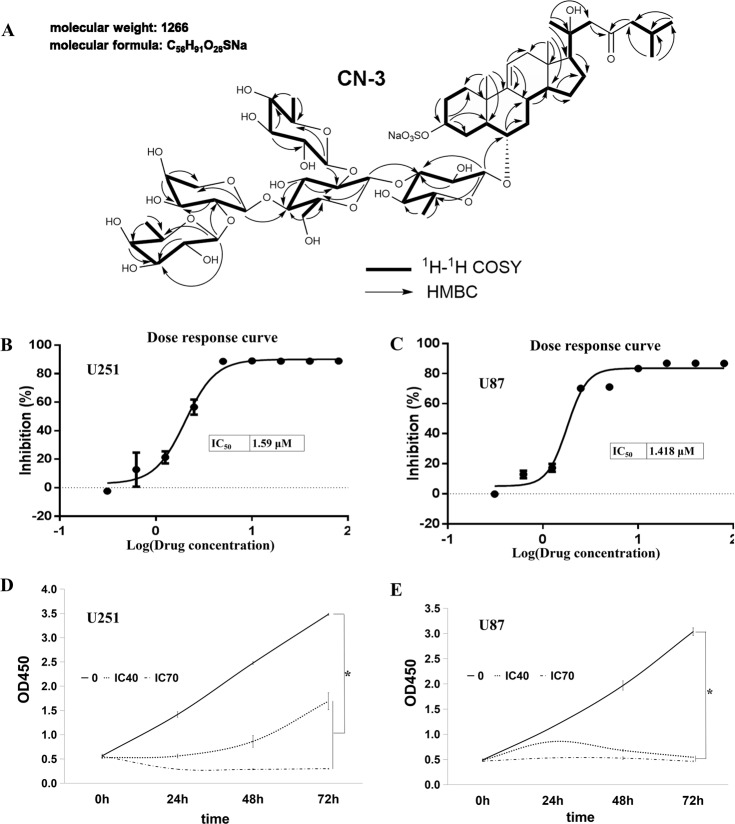
A low concentration of CN-3 inhibited glioma cell proliferation. **a** The ^1^H–^1^H COSY and key HMBC correlations of the asterosaponin CN-3; **b** IC_50_ value of 1.59 μM CN-3 for U251 cells (*n* = 3, 48 h); **c** IC_50_ value of 1.418 μM CN-3 for U87 cells (*n* = 3, 48 h); **d** IC_40_ (1.42 μM) was used as a low dose and IC_70_ (2.47 μM) was used as a high dose of CN-3 for treating U251 cells (*n* = 3, *p < 0.05 compared with normal U251 cells); **e** IC_40_ (1.34 μM) was used as a low dose and IC_70_ (2.05 μM) was used as a high dose of CN-3 for treating U87 cells (*n* = 3, *p < 0.05 compared with normal U87 cells).

### SCUBE3 was significantly downregulated in CN-3-treated U251 cells as observed by microarray and qPCR

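RNA from U251 cells, a human glioma cell line, was hybridized to 6 Affymetrix PrimeView Human Gene Expression arrays, 4 from cells treated with 1.42 μM CN-3 for 48 h and 2 from control cells. The sample labels give an asterosaponin and the 48 h, and the name CN-3 and the dose are those the paper gives. The authors computed expression with RMA, which corrects the background, brings the arrays to one distribution and returns log2 values. In the deposited table each probe set had also been shifted so that the median of its 6 arrays was 0, which held within 5e-07, so the values give differences between arrays and no level of expression. The value of a gene was the mean of its probe sets, which gave 18132 genes. CN-3-treated and control cells were compared with limma, p was adjusted over the 18132 genes by the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 are called higher or lower. Gene groups were 32 lists fixed before the data were examined, and the shift of each against all other genes was tested with limma's camera at a preset correlation of 0.01 and adjusted over the 32 lists. The paper describes its experiments in general as biological replicates, and neither its text nor the labels say whether the arrays came from separate cultures, so each p measures the spread between these arrays alone. The number of arrays limits the precision, and an exact permutation test over the 15 splits of 4 against 2 arrays cannot give a p under 0.0667.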

To determine potential oncogenes associated with gliomas using CN-3, Affymetrix gene microarray analysis was carried out between untreated U251 cells and 1.42 μM CN-3-treated U251 cells (48 h) to identify genes whose expression levels were significantly different, presumably as a result of treatment. As a result, 661 genes had significantly differential expression levels, including 452 genes that were upregulated and 209 genes that were downregulated (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE108343) (Fig. 2a). 

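In CN-3-treated U251 cells, 1343 genes were higher and 887 were lower than in control cells, 2230 in all (limma). The largest rises were those of *CXCL8*, which encodes a chemokine that attracts neutrophils, with a log2 fold change of 1.50 (SE 0.06, adjusted p = 8.55e-07), and *LY96*, which encodes a partner of Toll-like receptor signaling, with 1.50 (SE 0.07, adjusted p = 1.75e-06). The log2 fold change was 1.14 for *TMEM158*, 1.13 for the kinase gene *SGK1*, 1.11 for *NT5E*, which encodes a cell-surface enzyme that forms adenosine, and 1.03 for both *MS4A3* and the RNA helicase gene *DDX10*. It was 0.99 for *SHC4* and for *GDF15*, which encodes a stress-induced cytokine, and 0.98 for *DNER*. Probe sets of these genes differed, and of the 5 of *GDF15*, with log2 differences from 0.04 to 1.71, 3 were higher and the other two did not pass, while the 4 of *SHC4* were all higher, by 0.36 to 1.61. The largest falls were those of *CCL2*, which encodes a chemokine that attracts monocytes, with a log2 fold change of -2.29 (SE 0.15, adjusted p = 1.30e-05), and *GFAP*, which encodes an intermediate filament protein of astrocytes, with -1.49 (SE 0.05, adjusted p = 1.29e-07). They were followed by the neuropeptide Y receptor gene *NPY1R* at -1.42, the fatty acid desaturase gene *SCD* at -1.31, *SCUBE3* at -1.07 and the protocadherin gene *PCDH20* at -1.02. The log2 fold change was -0.97 for the inositol transporter gene *SLC5A3*, -0.96 for *INSIG1*, which encodes a sterol sensor of the endoplasmic reticulum, -0.87 for *NNMT* and -0.84 for the semaphorin gene *SEMA3C*. These are the 10 largest changes in each direction among the called genes whose 4 CN-3 arrays all lay on one side of both control arrays, which was so for all 2230 called genes and for 40.9% of all genes, where chance gives 13.3%. Of the called genes, 94 changed at least 1.5-fold, 56 of them higher and 38 lower, and 13 changed at least 2-fold, 7 higher and 6 lower, while the median fold was 1.19. The number of called genes was 623 without control replicate 2, 994 without control replicate 1, 1405 without CN-3 replicate 4 and 668 with the replicate number as a block. CN-3 replicates 3 and 4 have no control of the same number, so the block compares only CN-3 replicates 1 and 2 with the controls. The number of called genes was 773 at an adjusted p under 0.01 and 5434 at an unadjusted p under 0.05 (2438 higher and 2996 lower). With the general test of means that the paper names, it was 4539 unadjusted (2227 higher and 2312 lower) and 385 adjusted. Of 125 genes picked by a fixed rule, some of which had no call to lose, 57 lost their call with the latter.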

Nine (*SCUBE3, PSD4, PGM2L1, ACSL3, PRICKLE1, ABI3BP, STON1, EDIL3,* and *KCTD12*) of the 209 downregulated genes were selected for further verification, by qPCR, of their downregulated expression in U251 cells in response to treatment with 1.42 μM CN-3. 

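All 8 of these genes that were analysed here were lower in CN-3-treated cells, each with its 4 CN-3 arrays below both control arrays, and the remaining gene was not analysed here. After *SCUBE3*, the largest fall was that of *PSD4*, which encodes an exchange factor of small GTPases, with a log2 fold change of -0.65 (SE 0.08, adjusted p = 0.000697 from limma), which left 63.5% of the control expression. *PGM2L1*, a gene of the phosphoglucomutase family, had a log2 fold change of -0.64 (SE 0.05, adjusted p = 2.64e-05 from limma), and the planar cell polarity gene *PRICKLE1* had -0.53 (SE 0.05, adjusted p = 0.000145). The value was -0.51 for *ABI3BP*, whose protein lies in the extracellular matrix, and -0.51 for *KCTD12*, which encodes a subunit of GABA receptors. It was -0.47 for *EDIL3*, which encodes a secreted protein that binds integrins, and -0.40 for the endocytic adaptor gene *STON1*, which left 75.6% of the control expression (adjusted p = 0.00174 from limma). Of the 5 probe sets of *EDIL3*, 4 were lower and 1 did not pass (-0.04). Among the falls of all 18132 genes, *SCUBE3* ranked 5 and *STON1* ranked 84. The log2 fold change of *SCUBE3* differed from those of the other genes by -0.41 (*PSD4*) to -0.66 (*STON1*), and each difference had the smallest p that 15 splits allow (two-sided exact permutation test, p = 0.0667), so that this test could not pass 0.05 for any of them. Of the 2 *SCUBE3* probe sets, the one with the smaller fall (log2 fold change -0.57) fell less than *PSD4* and *PGM2L1*. It fell only a little further than *PRICKLE1* (-0.53), *ABI3BP* (-0.51), *KCTD12* (-0.51) and *EDIL3* (-0.47), and further than *STON1* (-0.40). The differences from *PSD4* and *PGM2L1* therefore rest on the other probe set (-1.56), and the sizes of the remaining differences rest mostly on it. As a group the 8 genes were lower than all other genes (adjusted p = 7.40e-11 from camera, adjusted p = 0.0424 with an estimated correlation), and all 8 were lower when adjusted over the list alone. The study chose them on these arrays, so this is not independent evidence of their direction. With the general test of means that the paper names and an adjusted p, 5 of the 8 genes were past the threshold and *PSD4*, *STON1* and *ABI3BP* were not, at an adjusted p of 0.0729, 0.0627 and 0.0591, and 3 of the 8 changed at least 1.5-fold.

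**Figure D1:**
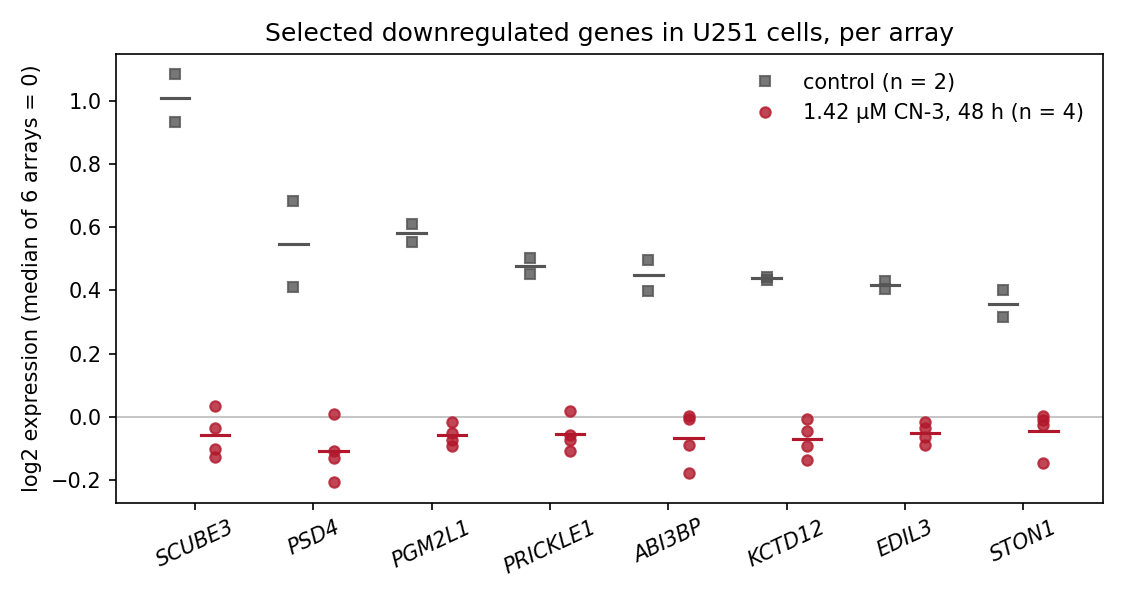
Log2 expression of the 8 genes analysed in each array, with the median of the 6 arrays set to 0. Squares are the 2 control arrays, circles the 4 CN-3 arrays, and lines the group means. The control arrays lie above the CN-3 arrays for every gene, and *SCUBE3* has the widest gap.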

Among the nine genes, SCUBE3 showed the greatest downregulation with the lowest relative expression level following treatment (*p* < 0.01) (Fig. 2b). The primers of the nine genes are shown in Table 2.

**Fig. 2:**
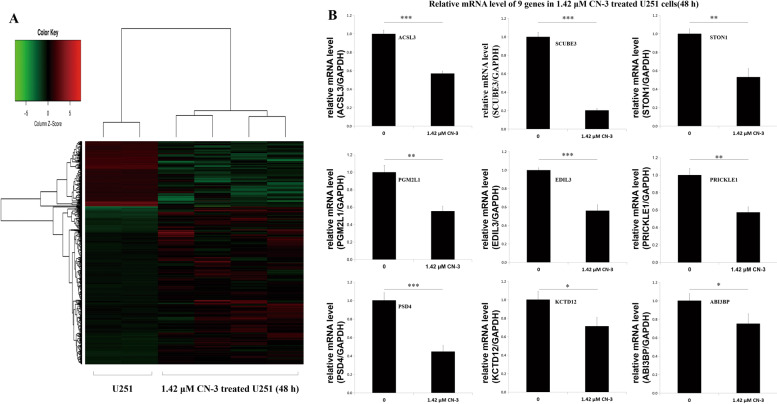
Microarray and qPCR indicate CN-3 suppressed SCUBE3 expression. **a** Between normal U251 cells (*n* = 2) and CN-3-treated U251 cells (*n* = 4), 452 genes were upregulated, and 209 genes were downregulated (GSE108343); **b** qPCR confirmed significant downregulation of nine genes (*SCUBE3, PSD4, PGM2L1, ACSL3, PRICKLE1, ABI3BP, STON1, EDIL3,* and *KCTD12*) in U251 cells treated with 1.42 μM CN-3 for 48 h (*n* = 3, *p < 0.05, **p < 0.01, and ***p < 0.001 compared with normal U251 cells).

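On the arrays of Fig. 2a, *SCUBE3*, which encodes a secreted and cell-surface protein, was 2.09-fold lower in CN-3-treated U251 cells, so that 47.8% of the control expression remained. Its log2 expression, with the median of the 6 arrays at 0, was -0.06 ± 0.07 (SD, n = 4) in CN-3-treated cells and 1.01 ± 0.11 (SD, n = 2) in control cells (SE of the difference 0.06, adjusted p = 7.45e-06 from limma). The gene has 2 probe sets on the array, and both were lower. One fell by 1.56 on the log2 scale (SE 0.08, adjusted p = 7.09e-07 from limma over all probe sets), and the other fell by 0.57 (SE 0.07, adjusted p = 0.000492). In the legend of Fig. 2, the paper states that the arrays and the qPCR of Fig. 2b indicate suppression of *SCUBE3* by CN-3.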

**Table 2:** The primers of 10 genes.

Genes	Forward	Reverse	Base pairs
*GAPDH*	TGACTTCAACAGCGACACCCA	CACCCTGTTGCTGTAGCCAAA	121
*PGM2L1*	CGAGATCGTCTTTGTTGCCGA	AGCCTCTCTGCTTGAAGTCTG	160
*EDIL3*	TGAGTGCCCAGGCGAATTTAT	ACGTGCATAGTAGGGATACCATT	157
*SCUBE3*	GCTGTGTCAACATGATGGGC	CCGCTGGATACAGGTATGCTG	86
*KCTD12*	GAGTTTTAGAAGGCTGGATGG	GTTTAAGCTACAGGCTGAGACC	179
*ACSL3*	GGATGGTTTGGCTTCAGTATT	CGATGTTGGTCTTTGGTTTCT	266
*STON1*	AGTTGGGGTCCACATCGTA	CGGCAACTCAAGGTCATTC	263
*ABI3BP*	GTTTGGGGTGTCTACTTCT	GTTTGGTGATACATTGCTG	200
*PRICKLE1*	GGAATGAATCGGTTTCTGGG	CAAACTGAGGGGTGGGAAGT	193
*PSD4*	TACGAGAAAACCCGCTACGA	CCACAGGTCCAGAGCATCAG	81

### SCUBE3 was highly expressed in U251 and U87 cells, and SCUBE3 is an oncogene for cell proliferation in U251 and U87 cells

U251 cells were transfected with shRNAs targeting the knockdown of nine genes (Fig. 3a). After 5 days, the blank-shctrl group of U251 cells showed growth of up to 7.68 times that of day 1 based on continuous cell counting by HCS. With regard to the targeted silencing of the nine genes, seven treatments resulted in growth below the level of the blank-shctrl group, i.e., 7.68 times (down-shSCUBE3, 4.59; down-shPSD4, 6.5; down-shPGM2L1, 7.08; down-shACSL3, 7.21; down-shPRICKLE1, 7.25; down-shABI3BP, 7.3; down-shSTON1, 7.63), while in two cases, growth was enhanced (down-shEDIL3, 8.26; down-shKCTD12, 8.49) (Fig. 3a–c). The down-shSCUBE3 transfection resulted in the most inhibition. Comparing the blank-shctrl group to the down-shSCUBE3 group on day 5, the proliferation rate fold change of the control group was up to 1.67 times higher (Fig. 3c), and the inhibition was supported by results of continuous CCK-8 assays conducted at the same time points (Fig. 3d, e). The efficiency of SCUBE3 knockdown in U251 cells was verified by western blot and qPCR (Fig. 3f, g). Based on data in the Human Protein Atlas (https://www.proteinatlas.org/), we observed that SCUBE3 expression was enhanced in some glioma cell lines (Fig. 4a). Because that the smaller the Ct value is, the less the number of cycles required for response amplification is, and the higher the initial content of the target gene is. Thus, ΔCt (SCUBE3 − GAPDH) revealed that the initial content of SCUBE3 is higher in U251 than it is in U87 or U373 (Fig. 4b). iCELLigence showed SCUBE3 is an oncogene in both U87 and U251 cells, with SCUBE3 knockdown resulting in inhibition of cell proliferation while SCUBE3 overexpression promotes their expression (Fig. 4c–e). Because SCUBE3 expression levels in the test glioma cell lines follows the trend U251 > U87 > U373 (Fig. 4b), and SCUBE3 overexpression rescued the inhibition of U251 induced by CN-3 (Fig. 4e), the U251 cell line was selected to for further experiments to determine the underlying mechanisms of CN-3 treatment.

**Fig. 3:**
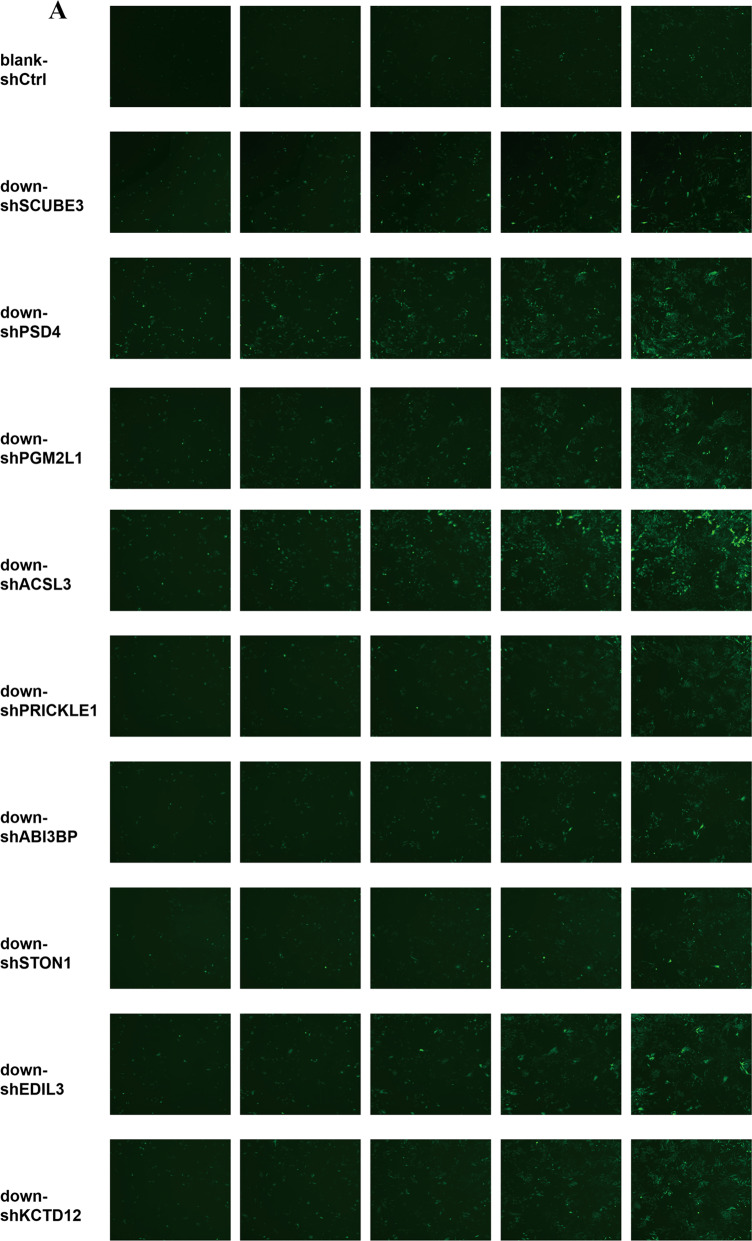

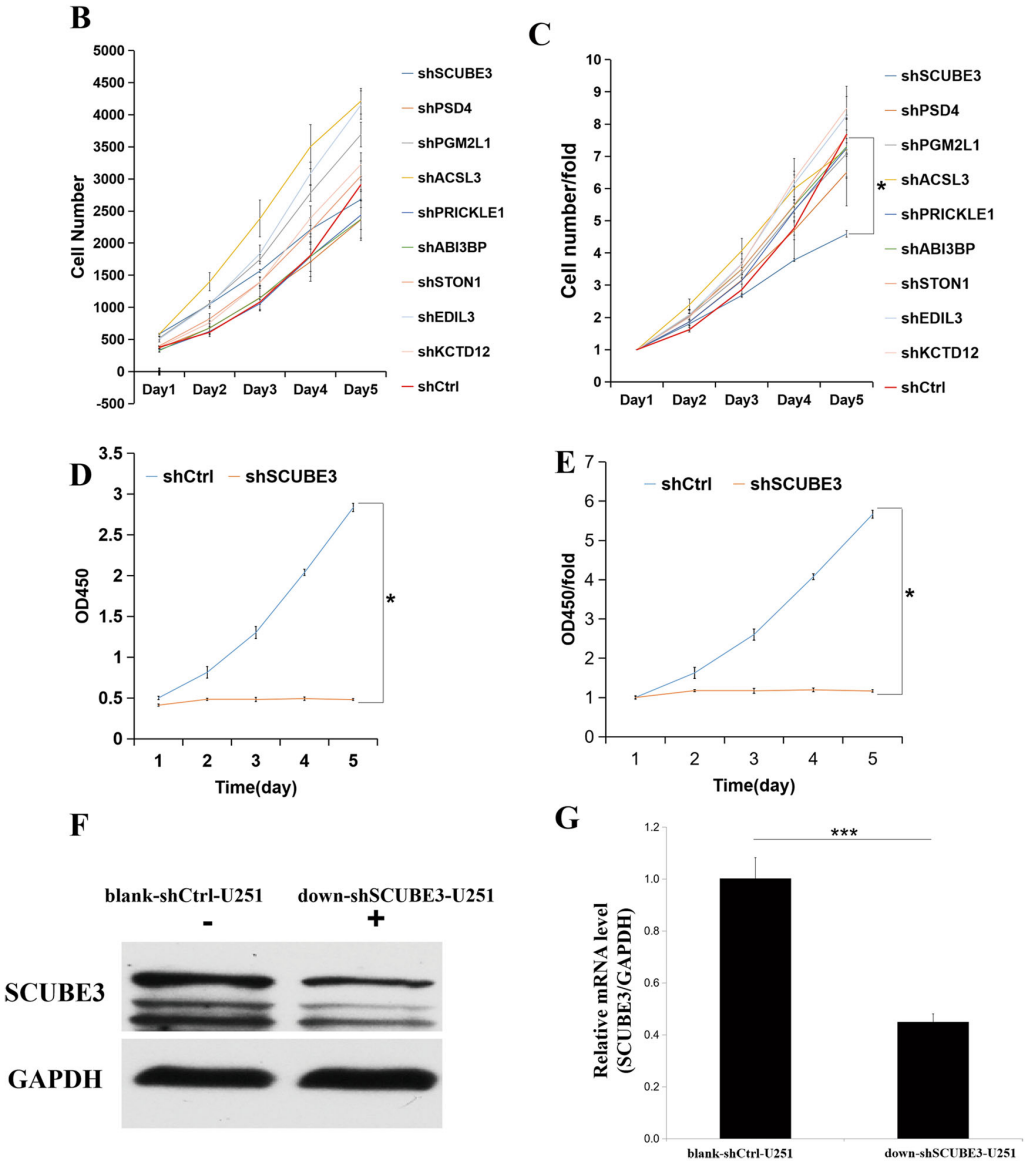
SCUBE3 silence inhibited U251 cell proliferation. **a** Effects of lentivirus-mediated silencing of nine genes in U251 cells as examined using fluorescence microscopy. The representative pictures shown are from one of three independent experiments; **b** 5 days of continuous counting of the cell numbers by HCS (*n* = 3); **c** 5 days of continuous counting of the cell numbers fold change by HCS (*n* = 3, *p < 0.05 compared to blank-shctrl U251); **d** 5 days of continuous CCK-8 assays (*n* = 3, *p < 0.05 compared with blank-shctrl U251); **e** 5 days of continuous CCK-8 assays, fold change (*n* = 3, *p < 0.05 compared with blank-shctrl U251); **f** the efficiency of knockdown SCUBE3 by shRNA was verified in U251 cells by western blot at 96 h (*n* = 3; “+” represents positive, and “−” represents negative compared with blank-shctrl U251); **g** the efficiency of knockdown SCUBE3 by shRNA was verified in U251 cells by qPCR at 96 h (*n* = 3, ***p < 0.001 compared with blank-shctrl U251).

**Fig. 4:**
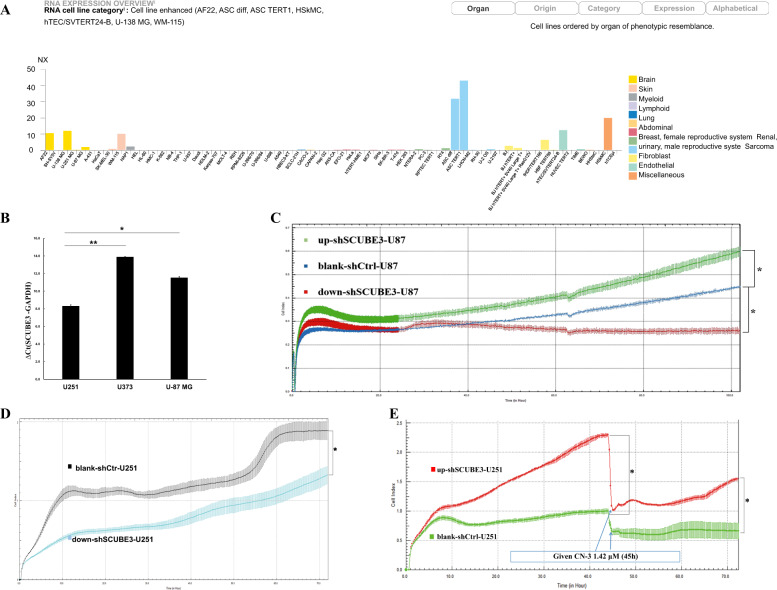
SCUBE3 is an oncogene in U251 and U87 cells. **a** Data in the Human Protein Atlas (https://www.proteinatlas.org/) showed SCUBE3 was enhanced in some cell lines; **b** SCUBE3 was highly expressed in U251 and U87 cells and showed moderate expression in U373 cells (∆Ct = SCUBE3 − GAPDH, if ∆Ct ≤ 12, then SCUBE3 was considered highly expressed; if 12 < ∆Ct < 16, then SCUBE3 was considered to show moderate expression; if ΔCt ≥ 16, then SCUBE3 was considered to show low expression, *n* = 3, *p < 0.05 and **p < 0.01 compared with ΔCt in U251); **c** iCELLigence showed knockdown of SCUBE3 inhibited U87 cell proliferation, and overexpression of SCUBE3 promoted U87 cell proliferation (*n* = 3, *p < 0.05 compared with blank-shctrl-U87); **d** iCELLigence showed knockdown of SCUBE3 inhibited U251 cell proliferation (*n* = 3, *p < 0.05 compared with blank-shctrl-U251); **e** iCELLigence showed overexpression of SCUBE3 promoted U251 cell proliferation and rescued the inhibition of U251 induced by CN-3 (*n* = 3, *p < 0.05 compared with blank-shctrl-U251).

### SCUBE3 knockdown may not induce caspase-dependent apoptosis in U251 cells

Apoptosis and cell cycle arrest often contribute to decreased cell proliferation. TEM is often used to observe typical apoptotic morphology. We directly observed the down-shSCUBE3-U251 cells under TEM, and there was some Golgi swelling and endoplasmic reticulum swelling (as indicated by arrows) but not typical apoptosis (Fig. 5a). In caspase-dependent apoptosis, cleaved PARP, cleaved caspase-3, and cleaved caspse-7 are often increased, and survivin decreased. In the current study, a PathScan Stress and Apoptosis Signaling Antibody Array Kit was used for overall assessment of stress and apoptosis based on classical markers, but the results of treated cells did not correspond with a situation of caspase-dependent apoptosis (Fig. 5b). This indicates that SCUBE3 knockdown may not induce caspase-dependent apoptosis in U251 cells.

**Fig. 5:**
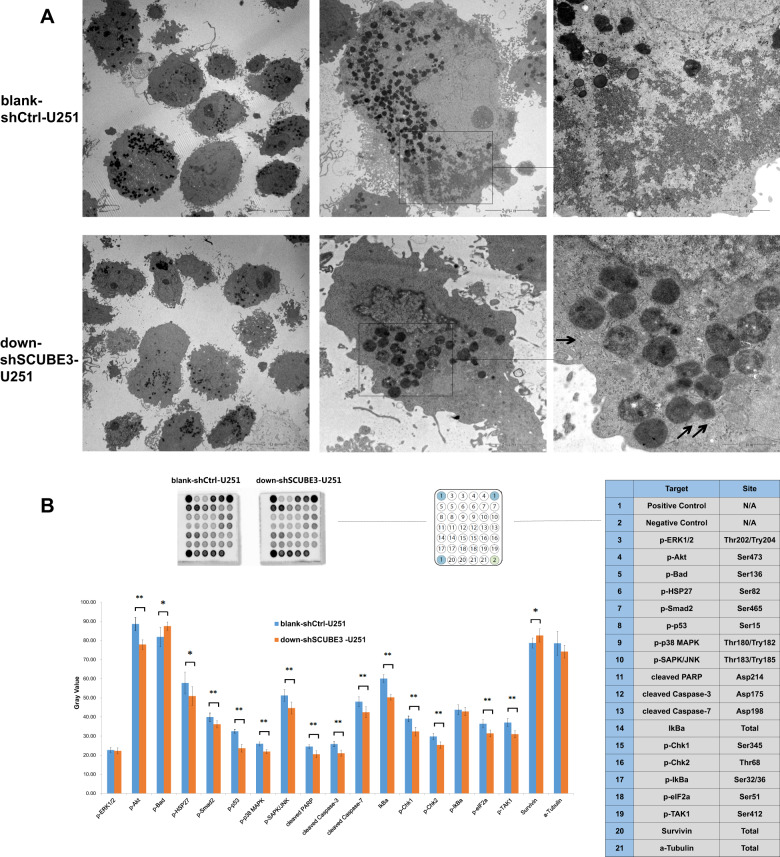
SCUBE3 knockdown may not induce caspase-dependent apoptosis in U251 cells. **a** Golgi swelling and endoplasmic reticulum swelling were observed in SCUBE3-knockdown U251 (pointed by arrows) under TEM; **b** a PathScan Stress and Apoptosis Signaling Antibody Array Kit was used for overall detection of 18 signaling molecules in down-shSCUBE3-transfected U251 cells. The expression level was calculated relative to the positive control signal as a gray value (*n* = 3, *p < 0.05, **p < 0.01 compared with blank-shctrl group).

### SCUBE3 knockdown and CN-3 mediate Akt/p-Akt decrease to arrest U251 cells in G1/S transition

On the other hand, the detection of cell cycle by flow cytometry showed 1.42 μM CN-3 (Fig. 6a) and SCUBE3 knockdown arrested in U251 cells in G1/S transition (Fig. 6b), while SCUBE3 overexpression rescued the arrest induced by CN-3 or SCUBE3 silencing (Fig. 6b). The percentage of 1.42 μM CN-3-treated U251 cells in the G1 phase was significantly higher than that in normal untreated U251 (*p* < 0.001), while the percentage of cells in the S phase was significantly lower (*p* < 0.001) (Fig. 6a). The percentage of cells in the G1 phase in the down-shSCUBE3 group was significantly higher than that for the blank-shctrl group (*p* < 0.001), while the percentage of S phase cells was significantly lower (*p* < 0.01) (Fig. 6b). Comparing to the blank-shctrl group, overexpression of SCUBE3 significantly increased the proportion of U251 cells (*p* < 0.001) and CN-3-treated U251 cells (*p* < 0.001) in the S phase (Fig. 6b). At the molecular level, p53, p21, and p27 mediate cell cycle arrest while Akt, p-Akt, and E2F1 mediate cell cycle progression. SCUBE3 knockdown increased the levels of p53, p21, and p27 proteins and decreased the levels of Akt, p-Akt, and E2F1 proteins compared with blank-shctrl in U251 cells (Fig. 6c). Akt is activated primarily by phosphorylation. CN-3 (1.42 μM) reduced p-Akt and SCUBE3 in blank-shctrl U251 cells (Fig. 6c). The transfection with up-shSCUBE3 increased p-Akt and SCUBE3 in U251 and abolished the decrease of p-Akt and SCUBE3 induced by 1.42 μM CN-3 in U251 cells (Fig. 6c).

**Fig. 6:**
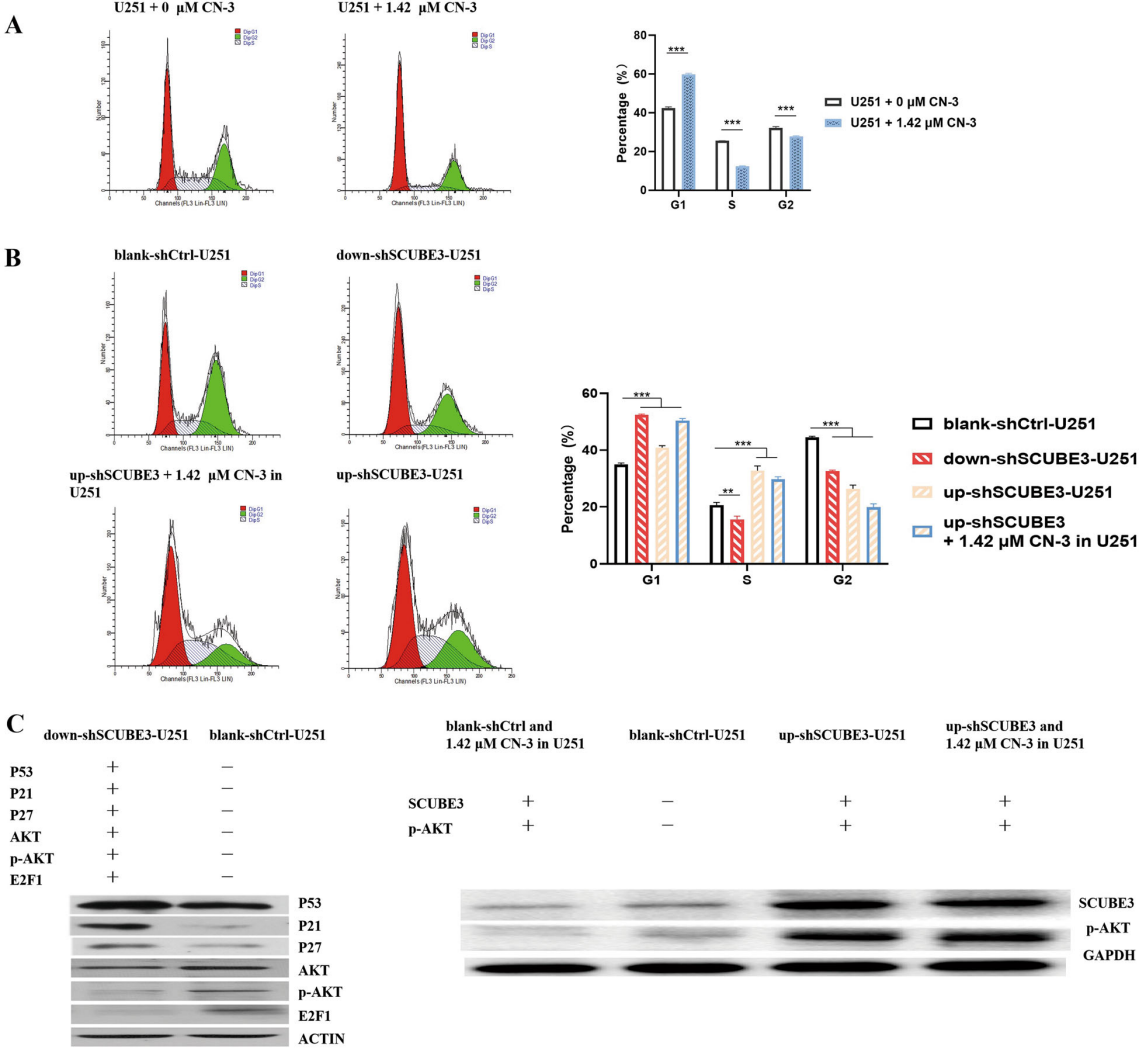
SCUBE3 knockdown arrested G1/S transition for CN-3 in U251 cells. **a** 1.42 μM CN-3 arrested G1/S transition in U251 cells examined by flow cytometry (*n* = 3, ***p < 0.001 compared with normal U251); **b** knockdown and overexpression of SCUBE3 revealed SCUBE3-mediated G1/S transition in U251 cells, and SCUBE3 overexpression rescued the arrest induced by CN-3 or SCUBE3 silencing (*n* = 3, **p < 0.01 and ***p < 0.001 compared with blank-shctrl group); **c** in U251 cells, western blot results showed knockdown of SCUBE3 increased p53, p27, and p21 and decreased Akt, p-Akt, and E2F1. Remarkably, SCUBE3 knockdown and 1.42 μM CN-3 decreased p-Akt in U251 cells, while overexpression of SCUBE3 abolished this decrease (*n* = 3; “+” represents positive, and “−” represents negative).

### SCUBE3 is highly expressed in glioma tissues from patients

Employing the Kaplan–Meier plotter^30^ (http://kmplot.com/analysis/), the Kaplan–Meier survival curves showed that SCUBE3 was prognostic and favorable in some cases (esophageal adenocarcinoma, head–neck squamous cell carcinoma, lung adenocarcinoma, lung cancer, and kidney renal clear cell carcinoma) and unfavorable in others (bladder carcinoma, cervical squamous cell carcinoma, kidney renal papillary cell carcinoma, sarcoma, stomach adenocarcinoma, ovarian cancer, and gastric cancer) when considering the high expression group and low expression group in pan-cancer analysis (Fig. 7a); this analysis did not include information on gliomas. Meanwhile, using the Human Protein Atlas (https://www.proteinatlas.org/), an anatomogram of SCUBE3 expression in human tissue pointed out that SCUBE3 was not highly expressed in the brain (Fig. 7b). To evaluate the relationship between SCUBE3 and gliomas, primary cancer specimens from three patients with histologically confirmed cases of glioma were examined immunohistochemically. This showed that SCUBE3 protein expression in tumors (indicated in brown) was obvious but very low in normal brain (Fig. 7c).

**Fig. 7:**
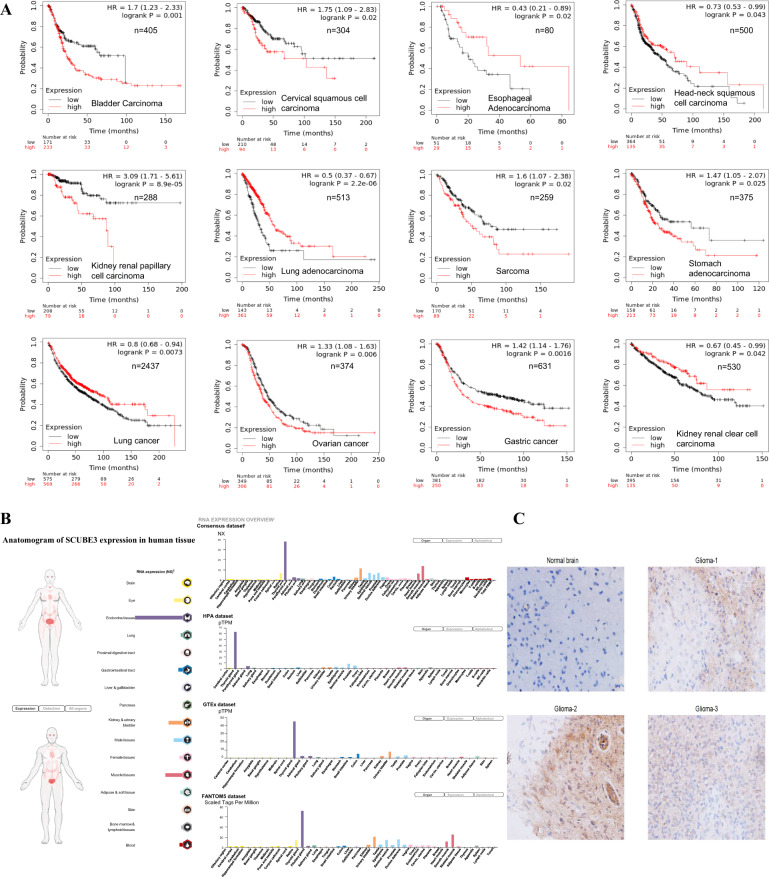
SCUBE3 protein was low expression in normal brain but enhanced in tumor specimens from glioma patients. **a** Kaplan–Meier survival curves (http://kmplot.com/analysis/) revealed when SCUBE3 was prognostic and favorable or unfavorable for the high and low expression group in pan-cancer analysis; **b** the Human Protein Atlas (https://www.proteinatlas.org/) was used to generate an anatomogram of SCUBE3 expression in human tissue, which pointed out that SCUBE3 was not highly expressed in brain; **c** immunohistochemical staining of SCUBE3 protein expression (brown area) in the normal brain and tumor specimens from glioma patients (*n* = 3, magnification 10 × 40).

## Discussion

In recent years, the anticancer effect of saponins has been reported, including in our previous studies of saponins derived from some plants and animals^8–23^. In this paper, we isolated a new asterosaponin, CN-3, from the starfish *C. novaeguineae* (Table 1 and Fig. 1a) and found that CN-3 inhibited growth of U251 cells (IC_50_ = 1.59 μM, 48 h) (Fig. 1b) and U87 cells (IC_50_ = 1.418 μM, 48 h) (Fig. 1c). Interestingly, the other saponins we isolated from the starfish *C. novaeguineae* were not effective on glioma cells. This indicates that CN-3 may have antiglioma properties. The mechanisms of anticancer saponins involve numerous classical signaling pathways. It is well known that oncogenes have important roles in cancer. However, there have been very few studies reported on functional oncogene reduction induced by saponins in gliomas. In this study, 1.42 μM (IC_40_) of CN-3 suppressed U251 cell viability from 100 to 42.5% (24 h), 37.4% (48 h), and 52.1% (72 h) (Fig. 1d), while 1.34 μM (IC_40_) of CN-3 killed almost all U87 cells (48 h, 72 h) (Fig. 1e). Therefore, U251 cells treated with 1.42 μM CN-3 (48 h) were selected to carry out subsequent microarray experiments. 

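In U251 cells treated with CN-3, some genes of cholesterol and fatty acid synthesis, of the extracellular matrix and of astrocytes fell, and their lists were past the test at the preset correlation but not with an estimated one. That estimate was -0.05 for fatty acid synthesis and 0.013 for the extracellular matrix, against the preset 0.01. A larger correlation therefore hardly accounts for the loss in these lists, and other differences between the tests were not examined. The estimate was 0.12 for cholesterol synthesis and uptake, 0.24 for LXR targets and 0.12 for the astrocyte and glioma markers. Of 19 analysed genes of cholesterol synthesis and uptake, 8 were lower, 2 were higher and 9 did not pass the test (11 lower and 3 higher when adjusted over the list alone). *INSIG1*, the sterol reductase gene *DHCR7* (log2 fold change -0.46) and the synthase gene *HMGCS1* (-0.32) fell, and *PMVK*, which encodes a kinase of the mevalonate pathway, rose (0.33). The list was lower by camera (adjusted p = 0.00924), with an adjusted p = 0.313 with an estimated correlation. Of 11 genes of fatty acid synthesis, 6 were lower, none was higher and 5 did not pass (6 lower when adjusted over the list alone). Beside *SCD*, they included *SREBF1*, which encodes a transcription factor of lipid synthesis (-0.52), and the desaturase genes *FADS1* (-0.43) and *FADS2* (-0.37) (adjusted p = 0.000428 from camera, adjusted p = 0.10 with an estimated correlation). Of 7 targets of the sterol receptor LXR, 3 were lower, none was higher and 4 did not pass (3 lower when adjusted over the list alone). These were *SREBF1*, *MYLIP*, which encodes a ubiquitin ligase of lipoprotein receptors (-0.30), and the acyltransferase gene *LPCAT3* (-0.22), and the list had an adjusted p = 0.0361 from camera and an adjusted p = 0.349 with an estimated correlation. Of 20 extracellular matrix genes, 9 were lower, 1 was higher and 10 did not pass (10 lower and 2 higher when adjusted over the list alone). The collagen genes *COL1A2* (-0.80), *COL5A1* (-0.50) and *COL6A1* (-0.32) fell, while *TGFBI*, which encodes a matrix protein induced by TGF-β, rose (0.55) (adjusted p = 0.000451 from camera, adjusted p = 0.110 with an estimated correlation). Of 15 astrocyte and glioma markers, 4 were lower, none was higher and 11 did not pass (4 lower when adjusted over the list alone), namely *GFAP*, the calcium-binding protein gene *S100B* (-0.46), the glutamate transporter gene *SLC1A3* (-0.43) and the receptor gene *PDGFRA* (-0.32). This list had an adjusted p = 0.0327 from camera and an adjusted p = 0.347 with an estimated correlation. The LXR list did not pass without CN-3 replicate 2 (adjusted p = 0.0512), without CN-3 replicate 4 (0.0551), without control replicate 2 (0.112), with the replicate number as a block (0.0744), or with the arrays centred within signal levels (0.0517). The marker list did not pass without CN-3 replicate 1 (adjusted p = 0.0568), without CN-3 replicate 2 (0.0559) or without control replicate 1 (0.152). By fry, all 5 lists were lower, with an adjusted p of at most 0.0153. Fry compares a list with no other genes, and it called 23 of the 32 lists. The median log2 difference of all genes was -0.03.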

Microarray analysis revealed that 661 genes had significantly differential expression (452 upregulated and 209 downregulated) in U251 following treatment with 1.42 μM CN-3 (Fig. 2a). From a pharmaceutical point of view, suppressing gene expression is more practicable than overexpression. Therefore, 9 out the 209 downregulation genes were selected, and their reduced expression was verified by qPCR (Fig. 2b). To discover potential functional oncogenes among the nine genes, U251 cells were transfected with targeted shRNA transfection of the nine genes. Five days of continuously counting the cell numbers by HCS showed that seven treatments resulted in reduced proliferation of U251 cells (Fig. 3a–c), with SCUBE3 knockdown resulted in the most inhibition. On day 5, comparing the blank-shctrl group to the down-shSCUBE3 group, the proliferation rate fold change was up to 1.67 times higher (Fig. 3c). The inhibition matched in the results of CCK-8 assays carried out at the same time (Fig. 3d, e). Further investigation using the Human Protein Atlas (https://www.proteinatlas.org/) revealed that SCUBE3 expression was enhanced in some glioma cell lines (Fig. 4a). Because that the smaller the Ct value is, the less the number of cycles required for response amplification is, and the higher the initial content of the target gene is. Thus, ΔCt (SCUBE3 − GAPDH) revealed that the initial content of SCUBE3 is higher in U251 than it is in U87 or U373 (Fig. 4b). iCELLigence tests showed SCUBE3 is an oncogene in both U251 and U87 cells, as SCUBE3 silencing reduced cell proliferation, whereas SCUBE3 overexpression promoted proliferation (Fig. 4c–e). Because the expression of SCUBE3 was highest in U251 among the test cell lines, and SCUBE3 overexpression rescued the inhibition of U251 induced by CN-3 (Fig. 4e), U251 was selected for the further mechanism experiments.

To determine the survival influenced by SCUBE3 knockdown in U251 cells, TEM was used to observe whether there were morphological changes in the down-shSCUBE3-transfected group. The TEM pictures showed there was some Golgi and endoplasmic reticulum swelling but no formation of any typical apoptotic bodies (Fig. 5a). Moreover, the PathScan Stress and Apoptosis Signaling Antibody Array Kit was used for overall detection of 18 signaling molecules that are involved in the regulation of the cellular stress response and apoptosis. With down-shSCUBE3 transfection, 16 signaling molecules significantly changed in U251 cells. Cleaved PARP, cleaved caspase-3, and cleaved caspse-7 are often increased, and survivin and p-BAD are decreased in caspase-dependent apoptosis. In the current study, the observations did not correspond with this tendency (Fig. 5b). Combining the results of TEM and the PathScan analysis, SCUBE3 knockdown does not appear to induce apoptosis in U251 cells (Fig. 5). On the other hand, detection of the cell cycle status by flow cytometry showed 1.42 μM CN-3 treatment arrested U251 cells in G1/S transition (Fig. 6a), and SCUBE3 knockdown had a similar effect (Fig. 6b). Overexpression of SCUBE3 canceled the G1/S arrest induced by SCUBE3 knockdown or 1.42 μM CN-3 in U251 cells by increasing the percentage S phase cells (Fig. 6b). Previous studies suggest that the molecular biochemical mechanisms underlying the anticancer activities of saponins are complex and work in a network fashion, and include phosphoinositide 3-kinase (PI3K)/protein kinase B (Akt)/mammalian target of rapamycin (mTOR) signaling pathway^9^, regulation of Fas and Bcl-2 family proteins^10^, NF-κB signaling pathway^12^, and BAD dephosphorylation and cleavage^14^. As a key signaling protein in the PI3K/Akt pathway, Akt is activated by phosphorylation and modulates a variety of downstream target proteins that are related to cell survival and proliferation^31^. Plumbagin, a natural naphthoquinone constituent isolated from the roots of medicinal plant *Plumbago zeylanica* L., reduced the level of p-Akt and suppressed the migration and invasion of U87 cells and U251 cells^32^. Mdm2, a ubiquitin ligase for p53, has a central role in regulation of the stability of p53 and serves as a good substrate for Akt. Decreased Akt activation in PRKD2-silenced cells could inactivate Mdm2 and thereby stabilize p53 in glioma cells. p53, p21, and p27 are known as mediators of cell cycle arrest. PRKD2 knockdown induced upregulation of p53, p21, and p27 expression. In a xenograft experiment, PRKD2 silencing significantly delayed tumor growth of U87 cells^33^. E2F1 promotes cell cycle progression from G1 to S phase, and the stability of cell cycle activator E2F1 affects the glioma cell proliferation^34^. Upregulation of E2F1 in astrocytoma and glioblastoma was associated with the progression of gliomas^35^, as indicated by direct binding of E2F1 to the pRb promotor in T98G glioma cells^36^. In the current study, knockdown of SCUBE3 increased p53, p21, and p27 and decreased Akt, p-Akt, and E2F1 in U251 cells (Fig. 6c). It is noteworthy that SCUBE3 knockdown and 1.42 μM CN-3 decreased p-Akt in U251 cells, while overexpression of SCUBE3 reversed the decrease both in 1.42 μM CN-3 or down-shSCUBE3-transfected U251 cells (Fig. 6c). This indicates that SCUBE3 mediated the inhibition for CN-3, and SCUBE3 knockdown arrested G1/S via Akt/p-Akt. In the examination of using PathScan, the decrease of p-p53 (Ser15), p-Chk1, p-Chk2, p-p38 MAPK, p-HSP27, p-SAPK/JNK, and p-TAK1 also support the finding that SCUBE3 knockdown suppresses U251 cell proliferation (Fig. 5b). Phosphorylation of p53 at Ser15, in response to DNA double-strand breaks, was due to ATM protein kinase^37–39^. Chk1 and Chk2 kinases are important proteins downstream of ATM/ATR in the DNA damage checkpoint control. Chk1 and Chk2 co-ordinate the DNA damage response and cell cycle checkpoint response by activating p-p53^40,41^. In breast cancer, KU60019 inhibited the p-p53 (Ser15), altered cell cycle checkpoints, and decreased DNA repair (via inhibiting the p-p53 and Ser15)^40^. In malignant glioma cells, shANKRD49 showed a decreased level of p-Chk1, indicating that Chk1 may participate in the oncogenic function of ANKRD49^42^. In breast cancer cell line MCF-7, a novel mTORC1/2 dual inhibitor INK128, which along with radiation downregulated p-Chk2, was combined with radiotherapy to significantly induce arrest in G2/M, double-strand breaks, and inhibition of their repair^43^. In this paper, p-p53 (Ser15), p-Chk1, and p-Chk2 were significantly decreased in U251 cells transfected with down-shSCUBE3 (*p* < 0.01) (Fig. 5b). HSP27 is a mediator of cell stress that confers resistance to adverse environmental conditions. It was reported that t-AUCB treatment induced Akt phosphorylation by activating Hsp27 in U251 and LN443 cell lines. Inhibition of Akt phosphorylation by Akt inhibitor IV sensitized glioblastoma cells to t-AUCB and strengthened t-AUCB in suppressing cell growth and inducing cell apoptosis, and inhibition of both p-Hsp27 and p-Akt could synergistically strengthen t-AUCB in suppressing cell growth^44^. p38 MAPK and SAPK/JNK MAP kinases are activated through a similar dual phosphorylation mechanism in response to pro-inflammatory cytokines and genotoxic stress. Cathepsin B and uPAR have key roles in cancer cell migration and invasion. Downregulation of uPAR and cathepsin B simultaneously caused the downregulation of phospho Akt, phospho p38 (MAPK), and PI3K and inhibit glioma cell migration^45^. A high-fat diet was observed to cause increased p-Akt, p-p38, and p-SAPK/JNK as well as increased angiogenesis, solid tumor growth, and lung metastasis of CT26 colon cancer cells^46^. Selective suppression of Notch1 inhibited proliferation of renal cell carcinoma cells through a reduction in p-SAPK/JNK and p-p38^47^. In the current study, the expression levels of p-p38 MAPK (*p* < 0.01), p-HSP27 (*p* < 0.05), and p-SAPK/JNK (*p* < 0.01) were significantly decreased by down-shSCUBE3 transfection of U251 cells (*p* < 0.01) (Fig. 5b). Smad2 is a key mediator of TGF-β signaling. Stimulation by TGF-β leads to Smad2 phosphorylation at Ser465/467 and translocation of Smad2 into the nucleus. The outcome of TGF-β signaling is context dependent and can either induce apoptosis or contribute to tumor cell metastasis^42^. In our study, the expression level of p-Smad2 was significantly decreased in U251 cells transfected with down-shSCUBE3 (*p* < 0.01). TAK1 is a kinase that can be activated by TGF-β, bone morphogenetic proteins, and other cytokines. In melanoma, epigallocatechin-3-gallate decreased p-TAK1 expression and suppressed cancer cell growth and metastasis by targeting TRAF6 activity^48^. In our study, the expression level of p-TAK1 was significantly decreased in U251 cells transfected with down-shSCUBE3 (*p* < 0.01) (Fig. 5b).

SCUBE3, a secreted and cell-surface EGF-CUB domain-containing protein, has been reported in a few cancers, specifically osteosarcoma^26^, lung cancer^27–29^, and salivary adenoid cystic carcinoma^49–51^. In osteosarcoma and lung cancer, SCUBE3 was highly expressed, and knockdown of SCUBE3 could inhibit the proliferation of cancer cells. The expression of SCUBE3 protein in osteosarcoma cells was significantly higher than that in normal osteocytes, and targeted inhibition of the gene could inhibit the proliferation of osteosarcoma^26^. SCUBE3 knockdown was associated with lower vascular permeability in the tumor and effectively decreased circulating tumor cells in the mice bearing SCUBE3-knockdown lung tumors^27^. SCUBE3 is an endogenous TGF-β receptor ligand, and knockdown of SCUBE3 expression also suppressed tumorigenesis and cancer metastasis in vivo in lung cancer^28^. Patients with high SCUBE3 expression had a significantly shorter survival time compared to patients with low SCUBE3 expression of non-small cell lung cancer^29^. However, the methylation marker of SCUBE3 was associated with poorer patient survival in renal cell carcinoma^49–51^. Kaplan–Meier survival curves^30^ (http://kmplot.com/analysis/) showed that SCUBE3 was prognostic and favorable in some cases (esophageal adenocarcinoma, head–neck squamous cell carcinoma, lung adenocarcinoma, lung cancer, and kidney renal clear cell carcinoma) or unfavorable in others (bladder carcinoma, cervical squamous cell carcinoma, kidney renal papillary cell carcinoma, sarcoma, stomach adenocarcinoma, ovarian cancer, and gastric cancer) when considering the high expression group and low expression group in pan-cancer analysis (Fig. 7a), but this did not include information on gliomas. There was little knowledge about SCUBE3 expression in gliomas. Using the Human Protein Atlas (https://www.proteinatlas.org/), we found that SCUBE3 was not highly expressed in the brain (Fig. 7b). Afterward, SCUBE3 protein was found to have high expression in primary glioma specimens from patients examined by immunohistochemistry but low expression in normal brain (Fig. 7c).

In conclusion, our study shows, for the first time, that SCUBE3 is an oncogene for cell proliferation in U251 and U87 cells, and that treatment with CN-3 isolated from starfish *C. novaeguineae* led to arrest of U251 cells in G1/S via the SCUBE3/ Akt/p-Akt/p53/p21/p27/E2F1 pathway (Fig. 8). These findings provide evidence and novel insights for the development of CN-3 into a novel candidate for the treatment of gliomas. Although this study provided some clues between SCUBE3 and CN-3 antiglioma, there are still some important and interesting questions that should be answered in the near future. 

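In CN-3-treated U251 cells, the lists of the antioxidant and interferon responses were higher by camera, also with an estimated correlation. The adjustment over the lists counts that of the genes the study chose on these arrays, and both passes rest on counting it. They are therefore not free of a choice made on these data. The lists of the amino acid stress response and of the further groups below were higher by camera at the preset correlation alone. Of 12 analysed targets of NRF2, the transcription factor of the antioxidant response, 6 were higher, none was lower and 6 did not pass the test (8 higher when adjusted over the list alone). They included *HMOX1*, which encodes a heme oxygenase (log2 fold change 0.67), *SRXN1* (0.46), the thioredoxin reductase gene *TXNRD1* (0.45) and the cystine transporter gene *SLC7A11* (0.39) (adjusted p = 1.65e-07 from camera, adjusted p = 0.0424 with an estimated correlation). Of 14 interferon response genes, 7 were higher, none was lower and 7 did not pass (11 higher when adjusted over the list alone), among them *IFIT1* (0.77), *ISG15* (0.66), *IFIT3* (0.51) and the RNA sensor gene *RIGI* (0.49) (adjusted p = 1.66e-08 from camera, adjusted p = 0.0424 with an estimated correlation). Of 23 genes of the ATF4 and amino acid stress response, 8 were higher, 1 was lower and 14 did not pass (12 higher and 2 lower when adjusted over the list alone). *GDF15*, the amino acid transporter gene *SLC3A2* (0.67) and the transcription factor gene *DDIT3* (0.53) rose, and the lipoprotein receptor gene *VLDLR* fell (-0.52) (adjusted p = 1.68e-05 from camera, adjusted p = 0.10 with an estimated correlation). Of 20 lysosome and autophagy genes, 8 were higher, 1 was lower and 11 did not pass (10 higher and 1 lower when adjusted over the list alone), with *GPNMB* (0.66), *SQSTM1* (0.46), *MAP1LC3B* (0.38) and the cholesterol transporter gene *NPC1* (0.35) the largest (adjusted p = 4.89e-05 from camera, adjusted p = 0.313 with an estimated correlation). Of 11 heat shock protein genes, 5 were higher, none was lower and 6 did not pass (6 higher when adjusted over the list alone), such as *DNAJB1* (0.30) and *BAG3* (0.29) (adjusted p = 0.00167 from camera, adjusted p = 0.313 with an estimated correlation). Of 14 cytosolic ribosomal protein genes, 6 were higher, none was lower and 8 did not pass (8 higher when adjusted over the list alone), with *RPL7* (0.30) and *RPL5* (0.23) the largest (adjusted p = 8.66e-05 from camera, adjusted p = 0.313 with an estimated correlation). Of 12 genes of oxidative phosphorylation, *COX5A* (0.35), *UQCRC2* (0.35) and *ATP5PO* (0.33) were higher, none was lower and 9 did not pass (4 higher when adjusted over the list alone; adjusted p = 4.89e-05 from camera, adjusted p = 0.313 with an estimated correlation). In the unfolded protein response, 1 of 19 genes was higher, the stress sensor gene *ATF6* (0.30), none was lower and 18 did not pass (1 higher when adjusted over the list alone; adjusted p = 0.0359 from camera, adjusted p = 0.457 with an estimated correlation). Of 9 housekeeping genes, *HPRT1* (0.31) and *YWHAZ* (0.28) were higher, none was lower and 7 did not pass (2 higher when adjusted over the list alone; adjusted p = 0.0361 from camera, adjusted p = 0.385 with an estimated correlation). *GAPDH* had a log2 fold change of 0.04 (adjusted p = 0.517 from limma), and of -0.01 when each array was centred within signal levels. Of 4093 genes of the highest of 3 signal levels, to which most ribosomal protein probe sets belong, 17.6% were called higher, and of 2119 genes of the lowest 0.897%, and both series of 12 probe sets of RNA spiked in before labeling were higher on average, with a mean log2 difference of 0.13 and none past the test in the first, and of 0.19 and 1 past it in the second, a probe set for *phe* (0.48, adjusted p = 0.00670 from limma over all probe sets). The unfolded protein response did not pass without CN-3 replicate 3 or 4 or without control replicate 1 or 2 (adjusted p from 0.0626 to 0.0816), nor did the housekeeping genes without CN-3 replicate 1 or 4 or without control replicate 1 or 2 (adjusted p from 0.0522 to 0.0757), and neither passed with the replicate number as a block (0.294 and 0.103), over genes above the lowest signal level alone (0.0527 for both) or with the arrays centred within signal levels (0.18 and 0.283). The unfolded protein response also did not pass with only the probe sets of a gene's highest signal level (adjusted p = 0.0766) or by fry (0.168). It thus passed under 3 of 13 alternatives. Each of the other lists named here was higher by fry, with an adjusted p of at most 0.0360. Fry compares a list with no other genes, and it called 23 of the 32 lists.

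**Figure D2:**
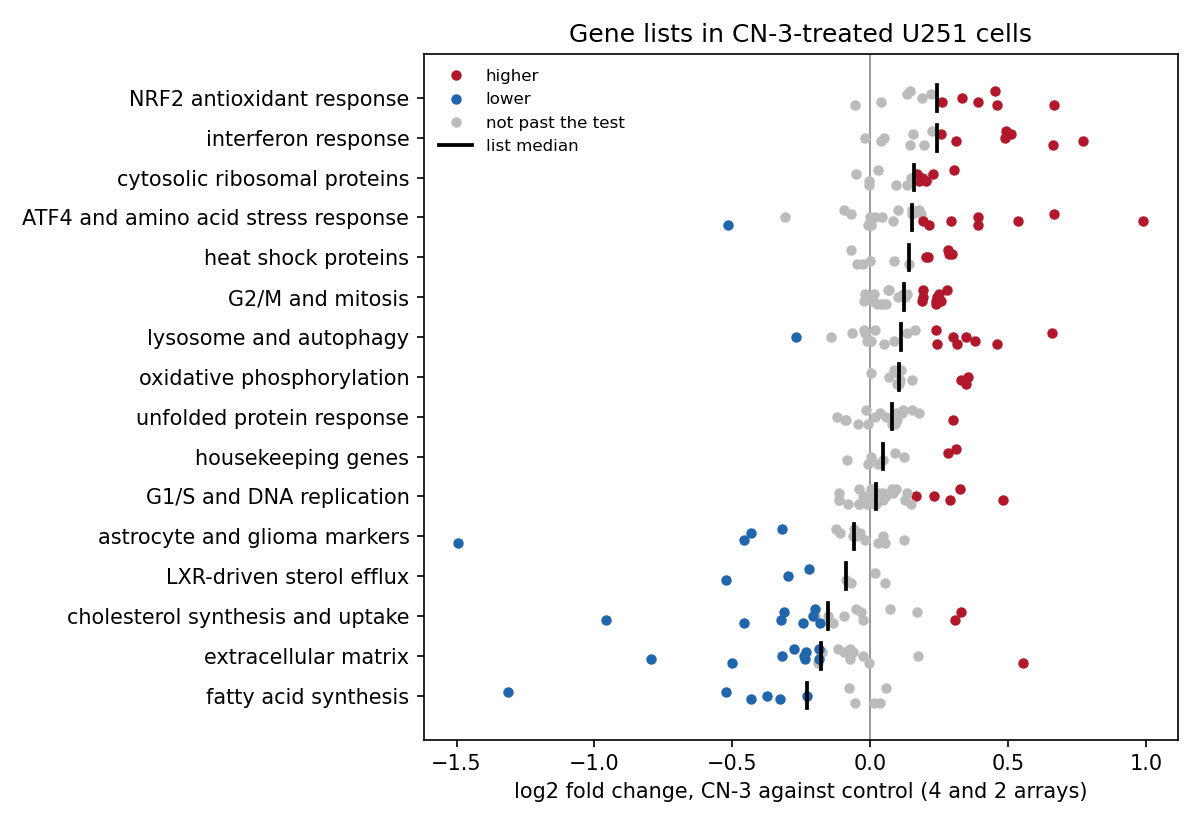
Log2 fold change of each analysed member of the 16 gene lists past the camera test, other than those the paper names, in CN-3-treated against control cells (4 and 2 arrays). Red members were called higher, blue lower and grey did not pass, and bars are list medians. Medians run from -0.23 for fatty acid synthesis to 0.24 for the NRF2 antioxidant response.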

According to the microarray analysis, treatment with a low concentration of CN-3 significantly induced differential expression in the case of hundreds of genes, and this is related to its antiglioma effect. Were there more new functional genes participating in the antiglioma effect of CN-3? To understand the function of genes like SCUBE3, their role should be examined in more glioma cell lines both in *vitro* and in vivo. Furthermore, secreted and/or cell-surface proteins like SCUBE3, in particular, should be examined in more glioma clinical samples, including tissue specimens, cerebrospinal fluid, and blood. At the bottom of the anatomogram of SCUBE3 expression in human tissue, we noticed that SCUBE3 was expressed in blood (Fig. 7b).

**Fig. 8:**
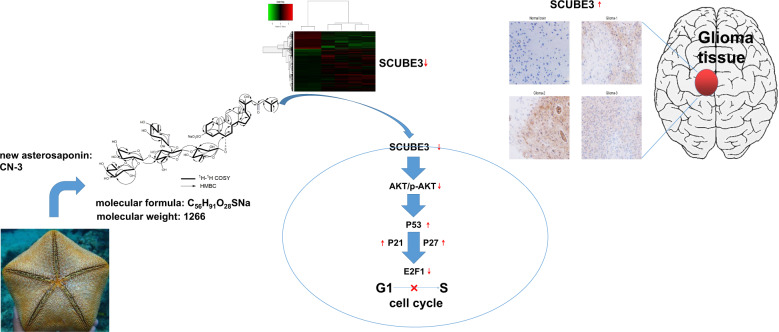
A schematic diagram of the molecular mechanism by which CN-3 arrests U251 cells in G1/S.

## Materials and methods

See “Supplementary Materials and methods” section for additional details.

### Extraction and isolation

The starfish *C. novaeguineae* (100 kg, wet weight) was cut into pieces and then extracted with 75% ethanol three times, each time for 2 h, under reflux. The extract was combined and dried in vacuo to give a residue, which was suspended in water and then partitioned with petroleum ether and *n*-butanol sequentially. The *n*-butanol part (320 g) was subjected to a silica gel column chromatography eluting with a CHCl_3_/CH_3_OH/H_2_O (50:1:0 to 6:3.5:1) gradient to give 16 major fractions. Fraction 13 (20 g) was subjected to size exclusion chromatography on a Sephadex LH-20 column equilibrated with CHCl_3_/CH_3_OH (1:1) to remove the impurities and give five subfractions (Fr.13-1 to Fr.13-5). Fraction 13-2 was chromatographed on a C18 reversed-phase column eluting with CH_3_OH/H_2_O (2:3 to 1:0) to give two subfractions (Fr.13-2-1 and Fr.13-2-2). CN-3 (160 MG cells, tR = 32.5 min) was obtained from Fr.13-2-1 by HPLC eluting with CH_3_CN/H_2_O (1:1) at a flow rate of 6 mL/min. Then the asterosaponin was dissolved in 5% DMSO as 7 MG cells/mL (5.529 mM) and stored at 4 °C.

### Gene expression microarray analysis

The R Bioconductor affy packag ENREF RMA (robust multi-array average) function was used to compute expression. The CEL files and RMA normalized expression values can be downloaded from https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE108343. Affymetrix GeneChip PrimeView Human Gene Expression Array probe annotations were based on NetAffx gene annotation symbols.

### Cell culture and lentiviral infection

Human glioma cell lines U251, U87, U373, and human embryonic kidney cell line 293T were obtained from the Cell Bank of Chinese Academy of Science (Shanghai, China). The source of cell lines and report was authenticated by Shanghai Genechem (Shanghai, China). The cell lines were cultured in DMEM (Corning) supplemented with 10% FBS (Ausbian) at 37 °C with 5% CO_2_. The cell lines were randomly divided into two groups, namely treated and untreated. U251 and U87 cells were randomly divided into two groups, namely blank-shctrl groups (infected with blank viral), and shSCUBE3 groups (infected with interference lentivirus: down-shSCUBE3 represented SCUBE3 knockdown and up-shSCUBE3 represented SCUBE3 over expression). The lentiviral infection efficiency was observed using a fluorescence microscope after cultured for 3 days.

### Patient and tumor specimens

Glioma tumor tissue from patients with histologically confirmed glioma who underwent surgical resection and normal tissue specimens used for immunohistochemical staining were obtained at the Xijing Hospital (Xi’an, Shaanxi, China). None of the patients had received preoperative adjuvant chemotherapy or radiation therapy.

### Statistical analysis

Experiments were performed in biological replicates, most of which included at minimum technical triplicates (*n* = 3), as indicated in the figure legends. Sample size depended on the assay type. The investigators were blinded to the group allocation during the experiment when assessing the outcome of qPCR, western blot, transmission electron microscope (TEM), immunohistochemistry, pathscan, and flow cytometer detection. For all groups that are statistically compared, the variance within each group was similar. Means were compared with one-way analysis of variance or two-way analysis of variance when applicable. Multiple comparisons were performed by Tukey’s multiple comparisons test. All data are presented as the mean ± standard deviation (SD) and analyzed using GraphPad Prism. A value of *p* < 0.05 was considered as statistically significant difference.

## Supplementary Information

Supplementary Information

# Supplementary material for: Reduction of SCUBE3 by a new marine-derived asterosaponin leads to arrest of glioma cells in G1/S
**Source:** Oncogenesis. 2020 Aug 6;9(8):71. doi: 10.1038/s41389-020-00252-4
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information for

Reduction of SCUBE3 by a New Marine-Derived Asterosaponin Leads to Arrest of Glioma Cells in G1/S

Peng-Cheng Qiu 1, †, Yun-Yang Lu 1, †, Shan Zhang 1,**2**, Hua Li 1, Han Bao 1, Yu-Qiang Ji 3, Fei Fang 3, Hai-Feng Tang 1, *& Guang Cheng 4, *

**†** These authors contributed equally to this work.

Short Title: Down-SCUBE3 by CN-3 leads to glioma G1/S arrest

Guang Cheng

This PDF file includes:

Structure Elucidation

Supplementary Materials and Methods

References

**Structure** **Elucidation**

The new asterosaponin CN-3 was isolated from starfish *Culcita novaeguineae.* The molecular weight was 1266 and molecular formula was determined as C56H91NaO28S, from ESI-MS *m/z* 1289 [M+Na]+ and HR-ESI-MS *m/z* 1289.5206 [M+Na]+(calcd for C56H91Na2O28S, 1289.5213). The fragment ion peak at *m/z* 1169 [M+Na-NaHSO4]+ in the positive ion mode ESI-MS indicated the presence of a sulfate group in the glycoside. This was confirmed by the IR spectrum with absorption bands at 1242 and 1213 cm-1. A comprehensive analysis of the 1H-NMR (500 MHz) and 13C-NMR (125 MHz) spectra of asterosaponin CN-3 suggested the presence of a steroidal aglycone with one methine group (*δ*H 4.83, *δ*C 77.6, C-3), associated with an *O*-sulfate group, one oxygenated methine (*δ*H 3.67, *δ*C 80.5, C-6), the trisubstituted 9(11)-double bond (*δ*H 5.13, *δ*C 116.7, 145.5), two angular methyl group (*δ*H 0.90, *δ*C 13.5, C-18; *δ*H 0.84, *δ*C 19.3, C-19), one carbon bearing a hydroxy group (*δ*C 73.7, C-20) and one ketone carbenyl group (*δ*C 211.5, C-23). Detailed analysis of the 2D NMR (HSQC, COSY, HMBC) data led to the assignment of all the proton and carbon resonances of asterosaponinCN-3(table 1). The NOESY correlation of H-3 (*δ*H 4.83) to H-5 (*δ*H 1.35) and H-14 (*δ*H 1.18) to H-17 (*δ*H 1.55) and H-21 (*δ*H 1.46) indicated the *α*-orientation of H-3, H-17 and H-21. The β-orientation of H-6 was deduced from the NOESY correlation of H-6 (*δ*H 3.67) to H-8 (*δ*H 1.97) and H-19(*δ*H 0.84). Therefore, the aglycone of asterosaponin CN-3 was identified as (20*S*)-5*α*-cholest-9(11)-en-23-one-3*β*,6*α*,20-triol 3-sulfate which was the same as thornasterol A and novaeguinoside B. The sugar moieties of asterosaponin CN-3 were determined to be D-quinovose, D-glucose, D-fucose and L-arabinose in a ratio 2:1:1:1 by acidic hydrolysis followed by derivatization and HPLC analysis. In addition, the 13C-NMR spectrum of CN-3 revealed five anomeric carbon signals at *δ*C 105.1 (Qui I), *δ*C 103.9 (Glc), *δ*C 105.0 (Qui II), *δ*C 101.3 (Ara) and *δ*C 106.6 (Fuc), which correlated with the corresponding anomeric protons at *δ*H 4.68 (d, 7.2), *δ*H 4.98 (d, 7.8), *δ*H 5.14 (d, 6.4), *δ*H 4.84 (d, 7.2) and *δ*H 4.72 (d, 7.8) in the HSQC spectrum, confirming the presence of five sugar moieties. The coupling constants (6.4-7.8 Hz) of the anomeric protons indicated a *trans*-diaxial orientation with respect of their coupling partners (*β*-configuration for D-quinovose, D-glucose, D-fucose, and *α*-configuration for L-arabinose). The assignments of the signals attributable to various sugar units were achieved by the application of 2D NMR experiments including 1H-1H COSY, HMBC, TOCSY and NOESY techniques (table 1). The sequence of oligosaccharide moiety was confirmed by analysis of HMBC spectrum of CN-3. The terminal fucose at the C-2 of Ara was deduced from the cross peak *δ*H 4.72 (Fuc, H-1) to *δ*C 81.7 (Ara, C-2). The arabinose at the C-4 of Glc and the terminal quinovose (Qui II) at the C-2 of Glc were indicated by the cross peaks *δ*H 4.84 (Ara, H-1) to *δ*C 80.3 (Glc, C-4) and *δ*H 5.14 (Qui II, H-1) to *δ*C 81.3 (Glc, C-2). The HMBC correlation of *δ*H 4.98 (Glc, H-1) to *δ*C 90.4 (Qui I, C-3) suggested the linkage of glucose to C-3 of Qui I. The glycosidation at C-6 of the aglycone was indicated by HMBC correlation of *δ*H 4.68 (Qui I, H-1) to *δ*C 80.5 (aglycone, C-6). The linkage of oligosaccharide moiety was in coincidence with the correlations between H-6 of aglycone and Qui I H-1, between H-1 of Glu and Qui I H-3, between H-1 of Qui II and Glc H-2, between H-1 of Ara and Glc H-4, between H-1 of Fuc and Ara H-2, in the NOESY spectrum. Consequently, the structure of the asterosaponin CN-3 was elucidated as sodium (20*S*)-6*α*-*O*-{*β*-D-fucopyranosyl-(1-2)-*α*-L-arabinopyranosyl-(1-4)-[*β*-D-quinovopyranosyl-(1-2)]-*β*-D-glucopyranosyl-(1-3)-*β*-D-quinovopyranosyl}-20-hydroxy-23-oxo-5*α*-cholest-9(11)-en-3*β*-yl sulfate.

Supplementary Materials and Methods

Plasmid Construction and Lentivirus Packaging

To create SCUBE3 shRNA-silenced sub cell lines, we have used the following shRNA sequences designed against SCUBE3 gene (NM_152753): 5’-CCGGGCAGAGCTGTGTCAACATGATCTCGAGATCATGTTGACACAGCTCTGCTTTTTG-3’ (S1) and 5’-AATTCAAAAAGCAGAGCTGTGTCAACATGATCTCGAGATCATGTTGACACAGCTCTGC-3’ (S2). Short hairpin RNA (shRNA) expression vector GV115, and helper plasmids helper 1.0 and helper 2.0 were purchased from Shanghai Genechem (Shanghai, China). The lentiviral particles were constructed according to previous report1. The plasmids were then transfected into 293T cell using Lipofectamine 2000 (Life Technologies, Grand Island, NY, USA). After 24 h, the transfection efficiency was assessed by observing the expression of fluorescence-marked gene (GFP). Once transfection efficiency was more than 70%, the cells were harvested after 36 h to screen effective RNAi vector using western blotting assay. As a result, the effective fragment was as follow: 5’-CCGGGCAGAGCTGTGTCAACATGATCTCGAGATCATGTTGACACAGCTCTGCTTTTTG-3’. The effective interference lentivirus vectors were transfected into 293T cell combined with packaging plasmids. After 48 h, the supernatant containing lentiviral particles was harvested and centrifuged at the speed of 4,000 × g for 10 min. And then the lentivirus was filtered using 0.45 μm cellulose acetate filters and stored at -80 ℃ until use. The lentivirus were purchased from Shanghai Genechem (Shanghai, China): ShRNA-targeting PGM2L1, batch number psc26567mix; ShRNA-targeting EDIL3, batch number psc26963mix; ShRNA-targeting SCUBE3, batch number psc33608mix; ShRNA-targeting PRICKLE1, batch number psc57144mix; ShRNA-targeting KCTD12, batch number psc48274mix; ShRNA-targeting ACSL3, batch number psc52774mix; ShRNA-targeting PSD4, batch number psc53510mix; ShRNA-targeting ABI3BP, batch number psc57126mix; ShRNA-targeting STON1, batch number psc57099mix.

High-content screening assay

U251 cells infected with blank-shcrl lentivirus or down-shSCUBE3 lentivirus were seeded and cultured in 96-well plates for 5 days. Cell numbers in each well was determined using the ArrayScanTM high-content screening (HCS) software (Cellomics Inc) each day. The number and distribution of stained cells were identified and analyzed by the fluorescence imaging microscope. Images were acquired using appropriate filters with 20× objective and stored in a microsoft structured query language (SQL) database.

Real Time Cellular Analysis (RTCA)

The proliferation assay and the cell growth index were recorded using iCELLigence system (ACEA Biosciences, Inc., San Diego, CA, USA) as the RTCA system. All monitoring was performed at 37 ℃ with 5% CO2. E-plates (culture plates for the iCELLigence system) containing 300 µl culture medium per well were equilibrated to 37 ℃, the cells were seeded at 1×104 cells per well in cell culture.

Stress and apoptosis signaling assay

To address the signaling pathway involved in the phenotype induced by down-shSCUBE3, we detected the modifications in a set of cellular proteins playing a well-understood role in cell proliferation and apoptosis using pathscan® stress and apoptosis signaling array kit (Cell Signaling Technology, #12856). U251 lysate was prepared and detected according to the protocol provided by CST. The intensity of each signal was measured by Image J software.

Flow Cytometric Analysis of Cell Cycle

Before flow cytometric detection, cells were cultured overnight in DMEM supplemented without FBS at 37 ℃ with 5% CO2. Then the groups were again cultured in DMEM supplemented with 10% FBS at 37 ℃ with 5% CO2 for no more than 4 h. Flow cytometric analyses of cell cycle were performed with Annexin V staining kit (Roche, USA), according to the manufacturer’s instruction.

Quantitative Real-time PCR analysis

qPCR analysis was performed using the SYBR Green Master Mix Kit in the DNA Engine Opticon™ System (MJ Research, Waltham, MA). GAPDH was used as an internal control. The primers of SCUBE3 were 5′-GCTGTGTCAACATGATGGGC-3′ (forward) and 5′-CCGCTGGATACAGGTATGCTG-3′ (reverse). The primers of other genes were shown in table 2. The relative gene expression levels were calculated and statistically compared using the 2-ΔΔCT analysis program.

Western Blot

Cells were washed with phosphate balanced solution (PBS) and transferred into a 1.5 ml EP tube. Then the cells were lysed using lysis buffer on ice for 10-15 min and then centrifuged at 4 ℃, 12000 × g for 15 min. The concentration of protein was detected and adjusted to a final concentration of 2 µg/µl. After mixed with an equal volume of 2 × loading buffer, the protein samples were denatured at 100 ℃ for 5 min. The protein samples were separated using 10% SDS-polyacrylamide gels (SDSPAGE) and transferred onto a polyvinylidene fluoride (PVDF) membrane. After blocked with 5% skim milk for 1 h, anti-SCUBE3 (BIOSS Inc., China, product code: 12317R), anti-p21 (Wuhan-Sanying Inc., China, product code: 10355-AP), anti-p27 (Wuhan-Sanying Inc., China, product code: 25614-1-AP), anti-p53 (Affinity Biosciences, Inc., USA, product code: AF0879), anti-Akt (Affinity Biosciences, Inc., USA, product code: AF3074), anti-pAkt (Affinity Biosciences, Inc., USA, product code: AF0908), anti-βactin (Servicebio Inc., China, product code: GB12001), and anti-GAPDH (Santa Cruz Biotechnology, Inc., USA, product code: sc-32233) were added as primary antibodies for the specific protein for 2 h at room temperature. The immunoreactive bands were detected and visualized by electrochemiluminescent (ECL) detection system (Amersham Life Sciences, Inc., Arlington Heights, IL, USA). All the experiments were conducted for three times in several days.

References

1 Tang J. et al. Metastasis associated in colon cancer 1 (MACC1) promotes growth and metastasis processes of colon cancer cells. Eur Rev Med Pharmacol Sci.20, 2825-2834 (2016).

How the deposited data were processed for this re-analysis (not part of the article)

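The experiment comprised 6 Affymetrix PrimeView arrays of U251 cells, 4 of cells treated with 1.42 μM CN-3 for 48 h and 2 of control cells at 48 h. The name CN-3 and the dose were taken from the paper, since the labels give only an asterosaponin and no dose. The authors computed expression with the RMA function of the affy package (version not stated), which returns log2 values. Each probe set had then been shifted to a median of 0 over the 6 arrays, in every probe set within 5e-07, by software that is not named. No level of expression can therefore be read from the values directly. A signal level of 2 to 4, 4 to 8 or 8 to 16 on the log2 scale was instead assigned to each probe set from the step between its stored numbers, since single-precision numbers have wider steps at higher values. The medians of some probe sets, more often at low signal levels, left residuals of a fraction of a step that centring in single precision does not explain, so these levels are an inference. This gave 10064, 32405 and 6926 probe sets, and on simulated values 98.8% were assigned correctly. Those values were made by the same rule of steps, and only those that stayed within 1 level were scored. The rate therefore does not give the accuracy for the real probe sets. Of the probe sets of ribosomal protein genes, 69.2% were in the highest level, against 5.57% of those of olfactory receptor genes.

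Probe sets were assigned to genes by the symbol of the probe table. The 44994 probe sets with 1 symbol were used, and the 1832 with several symbols and the 2569 with none were left out. It had been planned to take for each gene the probe set with the highest mean, which cannot be found in centred values, so the mean of the gene's probe sets, planned as an alternative, was used. The mean of only the probe sets of a gene's highest signal level was tried after the counts had been seen, stood for a time as the value of a gene, and is now an added alternative. Genes of the study that the probe table does not hold were not analysed here.

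CN-3-treated and control cells were compared for 18132 genes with limma 3.58.1 in R 4.3.3 (statmod 1.5.0 for the robust fit), with moderated variances, no covariate, and p adjusted by the Benjamini-Hochberg method. Genes with an adjusted p under 0.05 were called, and counts at 1.5-fold and 2-fold were added. The paper names one-way analysis of variance and p < 0.05 for its experiments in general, and its text names no test, fold limit or correction for the arrays. Gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, each adjusted over 32 lists. Camera with an estimated correlation gave a larger p also where that correlation was below the preset value. For the NRF2 list, at -0.05, the unadjusted p went from 1.55e-08 to 0.00397 (camera). Which other difference between the tests raised p was not examined. In simulated data, 93.8% of changes of 0.5 on the log2 scale and 100% of changes of 1 and 2 were called, 5 of 201 calls were false, and a list shifted by 0.2 was called with no other. The simulated values were drawn independently, with no correlation between genes or between the probe sets of a gene and no shift between arrays. For single genes, no change below 0.5 on the log2 scale was simulated, while the median fold of the called genes was only 1.19. In the real data the estimated correlation was 0.48 for the list of oxidative phosphorylation. The simulated rates of recovery and of false calls therefore need not hold for these arrays and lists.

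The named genes followed a rule set together with the lists: the genes the study selected or discusses, *GAPDH*, the 10 largest rises and 10 largest falls among called genes whose arrays did not overlap, and up to 4 called members of each list, or the 2 members with the smallest p where none was called. The alternatives were other ways to combine probe sets, centring of the arrays, array weights, the paper's general test, other thresholds, the replicate number as a block, and leaving out each array in turn. Other splits of the samples were not counted, because the control group has 2 arrays.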

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

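The tests with random gene lists and with LXR targets were chosen only after the results had been seen, and the centring of each array within signal levels was added after the difference between levels had been seen, with its limits written before its result.

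Of the 874 called genes of the highest signal level, 82.6% were higher. A shift between the arrays that is common to a signal level would leave under 60% of the calls higher once each array is centred within that level, but 73.3% of 772 calls were higher then, so such a shift does not account for the whole pattern. A shift within a level, or one that follows the base composition of the probes, may contribute and was not tested, since no probe sequences were at hand. A response of the cells to CN-3 stays open as well.

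Lists of the cell cycle were higher in CN-3-treated cells by camera, with a median log2 fold change of 0.12 for the 24 genes of G2/M and mitosis, of which 9 were higher, and of 0.020 for the 31 genes of G1/S and DNA replication, of which 5 were higher. The G2/M list was still higher after centring within levels (median 0.08, 6 genes higher, adjusted p = 0.000314 from camera at the preset correlation). Its adjusted p ran from 1.12e-06 to 0.313 over its alternatives. The G1/S list was not past the test after centring (median 0.027, adjusted p = 0.137 from camera). Camera with an estimated correlation was not run after centring. The test therefore cannot decide whether a shift common to a signal level accounts for the G2/M list. The paper concludes from flow cytometry, for which cells were kept without serum overnight and fed again with it, that CN-3 arrests U251 cells in G1/S, and fewer cells in S, G2 and M phase would place both medians low among random lists of the same signal levels. They were at percentile 85.9 (G1/S) and 99.8 (G2/M) of 10000 such lists and no gene of either list was called lower, but random lists leave out the correlation between the genes of a list, and with an estimated correlation neither list was past the test (adjusted p = 0.391 and 0.313). Fewer cells in these phases and a joint shift of correlated genes both stay open, and cell numbers per phase were not measured in these samples.

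Genes of cholesterol synthesis and uptake had a median log2 fold change of -0.15 and those of fatty acid synthesis of -0.23 in CN-3-treated cells. Of the 14 members called lower, 13 (92.9%) were still lower after centring within signal levels. These members were picked as called lower. The median log2 difference of all genes was only -0.05, -0.05 and 0.02 from the lowest to the highest level. Centring could hardly undo calls of larger falls, so the count of kept calls tells little. After centring, the list medians were -0.18 and -0.21, larger falls than the level medians. Excess sterol that activates LXR would lower sterol synthesis and raise *ABCA1*, *ABCG1* and *MYLIP*, but the mean log2 fold change of these genes was -0.11 (SE 0.03), from 0.05, -0.09 and -0.30, so that the mean rests mainly on *MYLIP*. Other routes to lower lipid synthesis may apply and were not tested.

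The paper does not discuss the remaining lists as groups, although it names single members such as HSP27 and *GAPDH*. They were past the camera test at the preset correlation, but with an estimated correlation only the NRF2 and interferon lists were (adjusted p = 0.0424 for both). Both passes rest on counting, in the adjustment, the list of the genes that the study chose on these arrays. The others had an adjusted p from 0.10 to 0.457 by camera with an estimated correlation. The median log2 fold change was -0.088 for LXR targets, -0.18 for the extracellular matrix and -0.058 for astrocyte and glioma markers. It was 0.24 for both the NRF2 antioxidant response and the interferon response, 0.15 for the ATF4 and amino acid stress response, 0.16 for cytosolic ribosomal proteins and 0.14 for heat shock proteins. It was 0.11 for both lysosome and autophagy and oxidative phosphorylation, 0.080 for the unfolded protein response and 0.044 for housekeeping genes.

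Of 125 named genes, 1 had a CN-3 array far from the others, *CHEK1*, which encodes a checkpoint kinase. CN-3 replicate 3 was at 0.11 and the nearest of the others at 0.03, a gap of 0.930 of the range against a critical value of 0.83 that chance passes in about 5% of groups.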

How the results depend on the processing

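No named gene or list that was called under either setting changed the direction of its test under any alternative that was run. The 2230 called genes became 773 at an adjusted p under 0.01, 94 at 1.5-fold or more, 13 at 2-fold or more with an unadjusted p under 0.05, 5434 at an unadjusted p, and 4539 and 385 with the paper's general test unadjusted and adjusted. With the replicate number as a block they became 668, of which 647 were among the 2230. CN-3 replicates 3 and 4 have no control of the same number, so that fit compares only CN-3 replicates 1 and 2 with the controls. Neither the labels nor the paper say whether equal replicate numbers pair the arrays. Deviations of CN-3 replicate 1 and control replicate 1 had a correlation of -0.134 across genes, and those of the replicates 2 of 0.000907. The deviations of 2 control arrays are equal and opposite, so these correlations cannot decide whether the arrays were paired. Without 1 array the count ran from 623 to 2162 (623 without control replicate 2, 994 without control replicate 1, 1405 without CN-3 replicate 4); a lone control array is then assumed to vary like the CN-3 arrays. Fold limits added after the data were seen gave 969 genes at 1.2-fold, 325 at 1.3-fold and 144 at 1.4-fold, and 3441, 1318, 565, 323 and 53 probe sets at 1.2, 1.3, 1.4, 1.5 and 2-fold. The 13 genes of at least 2-fold became 94 at 1.5-fold and 28 with every probe set on its own. Without a fold limit, every probe set on its own gave 2510 called genes, and 19 of these had probe sets called in both directions. The 8 selected genes became 5 with the paper's general test adjusted, 3 at 1.5-fold and 1 at 2-fold with an unadjusted p. The 17 called lists became 3 with an estimated correlation, 1 of them the list of the genes that the study chose on these arrays. Array centring and array weights, and the added brightest level, filter on level, centring within level and robust fit, kept the number of called genes within 1.5 times. Apart from the stated changes in threshold, the cause of these changes was not tested. Of 125 named genes, called or not, 57 lost their call with the paper's general test adjusted, 34 without control replicate 2, 33 with the block, 27 without control replicate 1 and 23 at an adjusted p under 0.01. *CHEK1* lost its call without any 1 array (adjusted p from 0.065 to 0.259). Quantile normalization again, the filter on the lowest 40% and an intensity trend were not run, since the values hold no levels. Signal over background cannot be read from them either.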

Differences from the paper's values

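The comparison here called 2230 genes, 1343 higher and 887 lower, at an adjusted p under 0.05, and the paper's reported counts are 661 genes, 452 higher and 209 lower. The paper's text states no fold limit or correction for the arrays, so the counts stand at thresholds that cannot be matched. Of the alternatives set before the data were examined, 3 gave all 3 counts within 1.5 times the paper's: an adjusted p under 0.01 (773, 551 higher and 222 lower), the replicate number as a block (668, 419 and 249), and leaving out control replicate 2 (623, 387 and 236). The paper's general test adjusted was within 1.5 times for the lower genes alone (153), and leaving out control replicate 1 for the higher genes alone (654). The other alternatives set before the data were examined gave counts that differ from the paper's by more than 1.5 times in all 3, namely centring of each array, array weights, 1 weight per group, the general test unadjusted, the unadjusted limma p, both fold limits, every probe set on its own, and leaving out any 1 CN-3 array. Chosen after seeing the values, a limit of 1.2-fold on genes gave 969 (658 higher and 311 lower) and a limit of 1.4-fold on probe sets gave 565 (347 and 218), both within 1.5 times for all 3 counts, and each drops 0 of the 8 selected genes that were analysed here. None of these is stated as the paper's method, and the block rests on CN-3 replicates 1 and 2 alone among the treated arrays.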

Other observations

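In CN-3-treated U251 cells, 5 of 31 analysed genes of G1/S and DNA replication were higher and none was lower (5 higher when adjusted over the list alone): *RRM2*, which encodes a subunit of ribonucleotide reductase (log2 fold change 0.48), the cyclin gene *CCNE2* (0.32), the kinase gene *CDK4* (0.29) and the replication factor gene *GINS2* (0.23) led (adjusted p = 0.0124 from camera, adjusted p = 0.391 with an estimated correlation). Of 24 genes of G2/M and mitosis, 9 were higher and none was lower (9 higher when adjusted over the list alone), with the spindle checkpoint kinase gene *TTK* (0.28), *CCNB1* (0.26), *TPX2* (0.25) and *CCNB2* (0.24) the largest (adjusted p = 3.17e-06 from camera, adjusted p = 0.313 with an estimated correlation). The G1/S list was not past the test without control replicate 2 (adjusted p = 0.0519) or with the replicate number as a block (0.104), and by fry the G2/M list was higher (adjusted p = 0.0289) and the G1/S list did not pass (0.0773). Of 7 cell cycle regulators that the paper names, none was called by limma and none when adjusted over the list alone, with 1 at an unadjusted p under 0.05 (*MDM2*). These values are transcripts after CN-3. The paper measured p53, p21, p27, Akt, p-Akt and E2F1 as proteins after SCUBE3 knockdown, and p-Akt also after CN-3, so the values do not test those results. The log2 fold change was -0.12 for *MDM2* (adjusted p = 0.150), -0.12 for *CDKN1A*, which encodes p21 (adjusted p = 0.168), -0.08 for *E2F1* (adjusted p = 0.243), -0.06 for *CDKN1B*, which encodes p27, and -0.06 for *RB1*. With the general test of means that the paper names, *E2F1* alone of the 7 was past an adjusted p of 0.05 (adjusted p = 0.0461), and its adjusted p was from 0.219 to 0.517 under the limma alternatives. The list had an adjusted p = 0.240 from camera, and was lower by fry (adjusted p = 0.0153), which asks whether its genes moved one way on balance and compares them with no other genes. Of 9 CDK inhibitors and pocket proteins, *CDKN2D* was higher (0.31) and 8 did not pass (1 higher when adjusted over the list alone; adjusted p = 0.799 from camera). Of 15 genes of the PI3K and Akt pathway, *FOXO1* (-0.28) and *TSC2* (-0.20) were lower and 13 did not pass (2 lower when adjusted over the list alone; adjusted p = 0.386 from camera).

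Of 21 targets of p53, 5 were higher and 2 were lower (6 higher and 4 lower when adjusted over the list alone), among them *GADD45A* (0.81) and *PMAIP1* (0.41), which rose, and *TP53INP1* (-0.30), which fell (adjusted p = 0.240 from camera). Of the transcripts of 9 stress and apoptosis proteins that the paper names, that of the checkpoint kinase gene *CHEK1* was higher (0.17, adjusted p = 0.0489 from limma). This call was lost when any 1 CN-3 array was left out. The other 8 did not pass, and none was called when adjusted over the list alone (adjusted p = 0.17 from camera). The paper used an antibody array after SCUBE3 knockdown, largely for phosphorylated or cleaved proteins, and not transcripts after CN-3. None of 19 genes of the core apoptosis machinery was called by limma, with 4 at an unadjusted p under 0.05 and *MCL1* (0.15, adjusted p = 0.0567) and *CYCS* (0.18, adjusted p = 0.0740) nearest (0 when adjusted over the list alone; adjusted p = 0.551 from camera). Of 20 genes of NF-kB and inflammatory cytokines, *CXCL8* was higher and 5 were lower, including *CCL2*, *LIF* (-0.33) and *CCL20* (-0.25) (1 higher and 6 lower when adjusted over the list alone; adjusted p = 0.149 from camera). Of 17 immediate early genes, 4 were higher, such as *PHLDA1* (0.59) and *DUSP6* (0.53), and 2 were lower, such as *EGR1* (-0.36) (4 higher and 3 lower when adjusted over the list alone; adjusted p = 0.707 from camera). Of 7 metallothionein genes, *MT1F* (-0.27) and *MT1X* (-0.20) were lower (2 when adjusted over the list alone). The list had an adjusted p = 0.103 from camera, and an adjusted p = 0.313 with an estimated correlation. It was past the test with the arrays centred within signal levels, chosen after seeing the data (adjusted p = 0.0270 from camera). Of 17 genes of hypoxia and glycolysis, *ADM* (0.59), *NDRG1* (0.27) and *LDHA* (0.21) were higher (3 higher and 1 lower when adjusted over the list alone; adjusted p = 0.222 from camera). Of 15 genes of the TGF-β pathway, for whose receptor the paper names SCUBE3 as a ligand, *ID2* (0.54), *ID1* (0.53), *ID3* (0.48) and *TGFBR1* (0.19) were higher and none was lower (5 higher and 1 lower when adjusted over the list alone). The list had an adjusted p = 0.105 from camera, and an adjusted p = 0.347 with an estimated correlation. Without control replicate 2 its median was -0.02. It was past the test with only the probe sets of a gene's highest signal level, also chosen after seeing the data (adjusted p = 0.0407 from camera). Its median was then 0.05 and not -0.03. By fry, the p53, TGF-β and hypoxia lists were higher (adjusted p = 0.0243, 0.0165 and 0.0322) and the NF-kB, metallothionein, epithelial and neuron lists were lower (adjusted p = 0.0146, 0.0170, 0.0352 and 0.0262). The median was below 0 and the mean and the camera test above it for the p53 (median -0.03, mean 0.08), TGF-β (-0.03, 0.08), hypoxia (-0.02, 0.04) and immediate early (-0.05, 0.02) lists and also for the CDK inhibitors and the core apoptosis machinery.

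Markers of other cell types were few among the called genes. Of 8 epithelial markers, *KRT18* was higher (0.22; 1 when adjusted over the list alone; adjusted p = 0.751 from camera). Of 6 blood cell markers, none was called and 3 had an unadjusted p under 0.05, with *CD14* at -0.20 (adjusted p = 0.0579 from limma) and *HBB* at -0.20 (adjusted p = 0.0707) nearest (2 lower when adjusted over the list alone; adjusted p = 0.194 from camera). Of 6 endothelial markers, none was called and 1 had an unadjusted p under 0.05, *VWF* at -0.15 (adjusted p = 0.0780 from limma; 0 when adjusted over the list alone; adjusted p = 0.50 from camera). Of 6 neuron markers, *GAD1* was lower (-0.19; 2 lower when adjusted over the list alone; adjusted p = 0.110 from camera).

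Among control probe sets, those of 18S ribosomal RNA had a mean log2 difference of 0.33 between CN-3 and control arrays, with 1 of 3 past the test, those of 28S ribosomal RNA had -0.11 and those of the hybridization spikes had -0.10 and -0.09 in their 2 series, with none past the test. Background probes with 17 or more G or C bases had a mean difference of -0.11 and those with 8 or fewer of 0.01. The difference of the ratio between the 3′ and 5′ probe sets was 0.01 for *GAPDH* and 0.04 for *ACTB*.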
